# Transcriptomic alterations in cortical astrocytes following the development of post-traumatic epilepsy

**DOI:** 10.1038/s41598-024-58904-z

**Published:** 2024-04-10

**Authors:** John Leonard, Xiaoran Wei, Jack Browning, Erwin Kristobal Gudenschwager-Basso, Jiangtao Li, Elizabeth A. Harris, Michelle L. Olsen, Michelle H. Theus

**Keywords:** Seizures, Traumatic brain injury, Cst3, Gliosis, GFAP, Neuropeptide amidating enzyme, Pam, Ccl4, Molecular biology, Neuroscience

## Abstract

Post-traumatic epilepsy (PTE) stands as one of the numerous debilitating consequences that follow traumatic brain injury (TBI). Despite its impact on many individuals, the current landscape offers only a limited array of reliable treatment options, and our understanding of the underlying mechanisms and susceptibility factors remains incomplete. Among the potential contributors to epileptogenesis, astrocytes, a type of glial cell, have garnered substantial attention as they are believed to promote hyperexcitability and the development of seizures in the brain following TBI. The current study evaluated the transcriptomic changes in cortical astrocytes derived from animals that developed seizures as a result of severe focal TBI. Using RNA-Seq and ingenuity pathway analysis (IPA), we unveil a distinct gene expression profile in astrocytes, including alterations in genes supporting inflammation, early response modifiers, and neuropeptide-amidating enzymes. The findings underscore the complex molecular dynamics in astrocytes during PTE development, offering insights into therapeutic targets and avenues for further exploration.

## Introduction

Traumatic brain injury (TBI) stands as one of the leading causes of disability and death worldwide, resulting from various accidents, sports-related injuries, and military combat situations^1^. It is a complex event, encompassing primary and secondary injury mechanisms that inflict significant damage to neural tissue. The primary injury occurs immediately upon impact and leads to direct structural damage, while the secondary injury involves a series of biochemical and cellular processes that evolve over time^2^. Beyond the immediate consequences, TBI can trigger long-term neurological complications, including post-traumatic epilepsy (PTE), a recurring seizure disorder following brain injury after trauma^3,4^. PTE affects a substantial proportion of individuals who have experienced a severe brain injury, with post-TBI incidences ranging from 2 to 50%, depending on injury severity, age, and comorbidities^5,6^, highlighting the critical need for a deeper understanding of its underlying mechanisms, however, the brain's complexity and diverse interactions of genetic and environmental factors have long perplexed researchers seeking to comprehend the cascade of events leading to PTE.

Astrocytes, a type of glial cell in the brain, play a critical role in maintaining the brain's health and functionality. These star-shaped cells are involved in various functions such as providing structural support to neurons, regulating neurotransmitter levels, and maintaining the blood–brain barrier^7^. In response to injury, astrocytes release pro-inflammatory molecules and may contribute to the development of an epileptogenic environment by altering synaptic function, promoting neuronal excitability, and influencing the formation of epileptic networks^8–10^. Understanding the role of astrocytes in the context of PTE is a key avenue of research, potentially leading to new strategies for diagnosing, preventing, or treating this challenging condition. Astrocyte transcriptomics in particular could be regarded as an important frontier for understanding and treating PTE.

The present investigation explored the genome-wide mRNA transcript changes using bulk sequencing in cortical astrocytes associated with PTE. Understanding alterations in astrocyte transcriptomics may advance our understanding of epilepsy's development by shedding light on the intricate molecular processes regulating glial function, offering insights into potential targets for therapeutic interventions and more personalized treatment strategies.

## Results

### Transcriptomic signature of astrocytes isolated from the cortex of sham, PTE+ and PTE− mice

Dysregulation of astrocytes has been implicated in the development and progression of epilepsy^11,12^. Understanding how the transcriptomic landscape is altered in astrocytes will uncover key molecular pathways and reveal potential therapeutic targets to prevent the development of PTE. 

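RNA of astrocytes, taken from each hemisphere of the cortex with magnetic beads against the astrocyte surface antigen ACSA-2, was sequenced 4 months after controlled cortical impact (CCI) or sham surgery. The ipsilateral table holds 19 libraries, from 4 mice with post-traumatic epilepsy (PTE+), 10 injured mice without it (PTE−) and 5 sham mice. The contralateral table holds 18 libraries, from 4 PTE+, 9 PTE− and 5 sham mice. Both hemispheres were present for 17 mice, and 15 injured mice had at least 1 library. The methods name the strain as CD1, while the labels of the deposited samples give CD31. The authors prepared libraries with SMART-Seq v4, sequenced them on a NovaSeq, trimmed the reads with Trim Galore and quantified them on mm10 with RSEM and bowtie2. They tested raw counts with DESeq2, and deposited the abundance of each Ensembl gene as TPM. TPM values sum to the same total in every library and keep no depth, so the number of reads behind each value is unknown here, no interval for counting error is given, and the count test was not repeated. The number of genes above 0 TPM ranged in ipsilateral libraries from 16383 to 17125 (median 16697) in PTE+, from 10727 to 18319 (median 16342) in PTE− and from 15622 to 16876 (median 16413) in sham mice. In contralateral libraries it ranged from 16188 to 17096 (median 16669) in PTE+, from 15815 to 18534 (median 16518) in PTE− and from 15929 to 17523 (median 17027) in sham mice. Values were transformed to log2(TPM + 1) and compared with limma, a linear model that shares information on the spread across genes. A log2 fold change on this scale understates the change of genes with low TPM. Injured mice of both outcomes were pooled against sham mice, and PTE+ were then compared with PTE− mice, within each hemisphere. Genes with a mean above 5 TPM in at least 1 of the groups compared were tested. As in the methods, a differentially expressed gene (DEG) had an unadjusted p under 0.05 and a fold change of at least 1.2, without correction for the number of genes. Single genes were also tested by enumerating every split of the libraries into groups of the same sizes, a two-sided exact permutation test. The pseudocount, the filter on TPM, the scaling of the libraries, the weight given to each library and single libraries were the choices that could change the numbers. A fit without 1 mouse also has less power, so a call can be lost while the change stays as large. Mouse names begin with 8 or 9, and the meaning of this prefix is not stated in the paper. It was treated as a possible batch and entered as a covariate in an alternative fit.

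**Figure D1:**
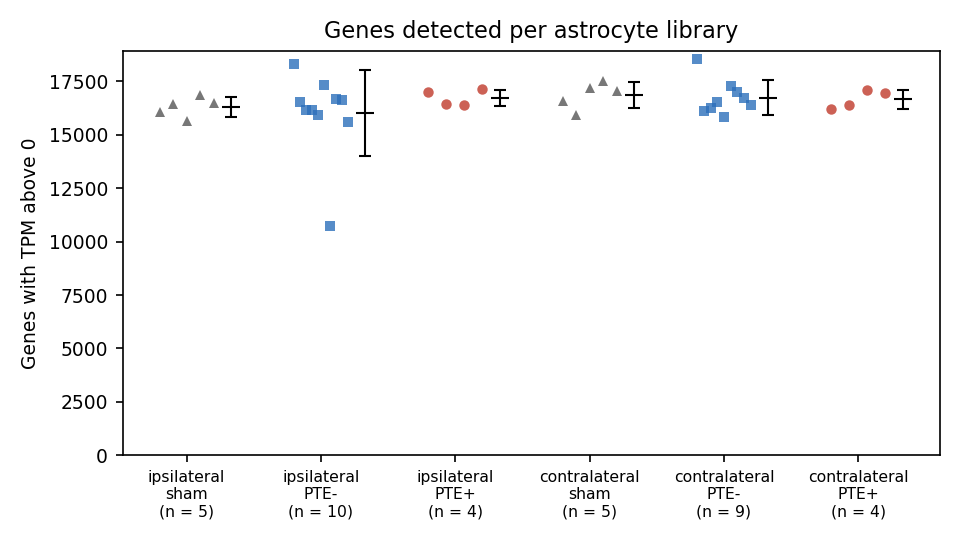
Number of genes above 0 TPM in each library, by hemisphere and group, with each point 1 library. The ipsilateral library of PTE− mouse 9_14 lies at 10727 genes, below all other libraries, which range from 15599 to 18534.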

We assessed transcriptomic changes by performing RNA-Seq on astrocytes isolated from the ipsilateral and contralateral cortex of sham (n = 5) and severe CCI-injured (n = 15) mice at 4 months post-injury. Mice were stratified based on seizure development (PTE+ vs. PTE−), as previously reported^13^. In total, among the severe CCI-injured mice, five mice were PTE+ (33%) and ten mice were PTE− (67%). None of the sham mice exhibited PTE. Transcriptomic analysis was performed in conjunction with gene ontology pathway enrichment to detect differentially expressed genes (DEGs) and biological processes (BP) respectively. Astrocytes isolated from the cortex were verified based on expression of *Gfap, Slc1a3* and lack of *Itgam*, *Rbfox3* and *Mbp* (Supplemental Fig. 1). Ipsilateral cortical astrocytes showed 207 DEGs that were altered in CCI-injury compared to sham and 106 DEGs altered in CCI-injured PTE+ compared to PTE− mice, while 11 genes were common between the comparison groups (Fig. 1A). 

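In the ipsilateral comparison of CCI-injured with sham mice, 169 of 10434 tested genes were DEGs, 129 higher and 40 lower after injury. An unadjusted p under 0.05 was reached by 195 genes (1.87%), where 5% would be reached by chance, and an adjusted p under 0.05 by 0 genes (limma with Benjamini-Hochberg adjustment, smallest adjusted p 0.376). In the comparison of PTE+ with PTE− mice, 60 of 10473 tested genes were DEGs, 63 genes (0.6%) had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 (limma, smallest adjusted p 0.977). The median log2 fold change of all tested genes was −0.01 after injury and 0.12 in PTE+ mice, so the changes of single genes in PTE+ mice lie on a shift of that size. Both counts moved most with limma's array weights, which lower the influence of libraries far from their group, to 843 and 441 DEGs. Leaving out the ipsilateral library of PTE− mouse 9_14, a choice made after seeing the data, gave 399 and 197 DEGs, with 158 of the 169 and 57 of the 60 genes among them. Without sham mouse 9_11, 415 genes were DEGs after injury. The PTE+ comparison gave 23 DEGs without PTE+ mouse 9_17 and 121 without PTE+ mouse 8_10. With the mouse name prefix as a covariate the counts were 198 and 69. DEGs were not counted within prefix 8, which holds 1 ipsilateral PTE+ library. The 5 genes Bbox1, Hdc, Nnat, Prr29 and Spef1 were DEGs in both comparisons, against 0.86 expected for independent lists. The PTE+ and PTE− libraries enter both comparisons, so the lists are not independent, and over random splits of the same libraries the median overlap was 5.5 genes. The overlap was 0 genes without PTE+ mouse 9_17, 1 without sham mouse 9_11, 3 without PTE+ mouse 8_10 and 9 without sham mouse 9_9. Bbox1, Hdc and Spef1 are named here because the overlap is small, after their values were seen.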

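In the ipsilateral cortex, 5 genes higher after CCI (Cntf, Ahcy, Tmem14c, Ucma and C3) and 5 lower genes (Mag, Tmem125, Hapln2, Opalin and Mog) were examined singly, with positions on GRCm38. Cntf (ENSMUSG00000079415) lies on chromosome 19 from 12763660 to 12765632 and measured 12.6 ± 6.71 TPM (SD, n = 14) in CCI-injured and 1.81 ± 1.13 TPM (SD, n = 5) in sham mice. Its log2 fold change was 2.19 (standard error 0.42, two-sided exact permutation p = 0.000344), and 12 of the 14 injured mice lay above every sham mouse. With each PTE+ or sham mouse left out in turn it stayed between 1.91 and 2.37, and with the mouse name prefix as a covariate it was 2.17. Cntf moved most with a pseudocount of 0.1, to 2.84. Mog (ENSMUSG00000076439) lies on chromosome 17 from 37010743 to 37023398 and measured 6.89 ± 6.1 TPM (SD, n = 14) in CCI-injured and 34.1 ± 42.4 TPM (SD, n = 5) in sham mice, a log2 fold change of −1.75 (standard error 0.65, exact permutation p = 0.0224) with 13 of 14 injured mice below the sham median. Sham mouse 8_16 alone had 108 TPM of Mog, and without it the log2 fold change was −1.15 and Mog was not a DEG. Without the same mouse Mag (−1.53) moved to −1.07, Hapln2 (−1.43) to −0.91 and Opalin (−1.23) to −0.57, and none of the 3 was a DEG. Mag also lost its call without sham mouse 9_9 (−1.45) and with a pseudocount of 0.1 (−1.81). Opalin lost it without sham mouse 8_15 (−1.22) or 9_9 (−1.10), without PTE+ mouse 9_17 (−1.16) or 9_18 (−1.20), with median centring (−1.25) and with a pseudocount of 0.1 (−1.57). Without sham mouse 8_16 Tmem125 (−1.30) fell below the filter on TPM, at a difference of −0.86 (exact permutation p = 0.0788). Ahcy rose by 1.75 and was no DEG without sham mouse 8_15 (1.59), 9_10 (1.63) or 9_11 (1.58). Ucma rose by 1.55, and was no DEG with a pseudocount of 0.1 (1.75). C3 rose by 1.20 and was not a DEG (exact permutation p = 0.0777). It was one with quantile normalization (1.27), with array weights (1.61) and, as chosen after seeing the data, without PTE− mouse 9_14 (1.42). All 10 genes changed in the direction the paper gives, 9 were DEGs and 7 had an exact permutation p under 0.05. After adjustment over all genes none had an adjusted p under 0.05 (limma), and adjusted over the list alone 6 did. The study chose this list on these samples, so the latter is not independent evidence.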

The top five (Log2FC) upregulated genes in sham vs. CCI were *Cntf*, *Ahcy*, *Tmem14c*, *Ucma*, and *C3*, while the top five (Log2FC) downregulated genes were *Mag*, *Tmem125*, *Hapln2*, *Opalin*, and *Mog* (Fig. 1D,E). 

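Between PTE+ and PTE− mice, the ipsilateral transcripts examined singly included Fos, Hspa1a, Gm10197, Clca3a1 and Ccl4, all lower in PTE+ mice, and Pfas, Ttyh2, Gm14296 and Gli3, all higher. Fos (ENSMUSG00000021250) lies on chromosome 12 from 85473890 to 85477273 on GRCm38 and measured 27.2 ± 10.8 TPM (SD, n = 4) in PTE+ and 128 ± 127 TPM (SD, n = 10) in PTE− mice. Its log2 fold change was −1.78 (standard error 0.56, two-sided exact permutation p = 0.016), and 4 of 4 PTE+ mice lay below the PTE− median. It ranged from −2.01 to −1.60 with each PTE+ mouse left out in turn and was −1.69 with the mouse name prefix as a covariate. Hspa1a (ENSMUSG00000091971) lies on chromosome 17 from 34969190 to 34972156 and measured 4.47 ± 0.636 TPM (SD, n = 4) in PTE+ and 20.4 ± 17.4 TPM (SD, n = 10) in PTE− mice, a log2 fold change of −1.55 (exact permutation p = 0.027). Hspa1b is nearly identical to Hspa1a, so the share of reads given to each gene is uncertain. Gm10197 (ENSMUSG00000067085) lies on chromosome 19 from 53371566 to 53371766 and measured 12.3 ± 14.5 TPM (SD, n = 4) in PTE+ and 36.4 ± 23.6 TPM (SD, n = 10) in PTE− mice. It was listed at 0 TPM in PTE+ mice 8_10 and 9_19, and its log2 fold change of −2.34 (standard error 1.10, exact permutation p = 0.0519) moved to −1.56 when 1 of these mice was left out. It was then no longer a DEG, nor with a pseudocount of 0.1 (−3.65) or in the fit of all 3 groups. Pfas (0.74) lost the call with quantile normalization (0.31), with a pseudocount of 0.1 (0.92) and without PTE+ mouse 8_10 (0.78), 9_17 (0.63) or 9_19 (0.70). Ttyh2 (0.67) lost it without PTE+ mouse 9_17 (0.58), 9_18 (0.63) or 9_19 (0.57). Without PTE+ mouse 8_10 the change of Pfas was no smaller, and fewer mice lower the power of the test. Gm14296 (0.52), Gli3 (0.54), Clca3a1 (−1.46) and Ccl4 (−1.37) were not DEGs, with exact permutation p-values of 0.0979, 0.0749, 0.306 and 0.127.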

When comparing PTE+ versus PTE− genes, we found that the top five upregulated genes (Log2FC) were *Pam*, *Pfas*, *Gm14296*, *Ttyh2*, and *Gli3*, while the top five downregulated genes (Log2FC) were *Hspa1a*, *Fos*, *Gm10197*, *Clca3a1*, and *Ccl4* (Fig. 1F,G). Gene ontology of the ipsilateral injured cortex vs. sham revealed changes in genes associated with gliogenesis, glial development, and differentiation (Fig. 1B), while myeloid cell differentiation and homeostasis are predominant biological processes associated with gene changes in PTE+ mice (Fig. 1C). These data highlight key astrocytic genes altered in the ipsilateral cortex of PTE+ mice including upregulation of peptidylglycine α-amidating monooxygenase (*PAM*), an essential enzyme for the synthesis of amidated neuropeptides. 

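The gene ontology terms were not recomputed, since no annotation of genes to terms was used here, and lists of marker genes were scored in their place. Such a score does not test the enrichment of a term among DEGs. A score was the mean log2(TPM + 1) of the genes of a list with a mean above 1 TPM. All 12 oligodendrocyte markers passed this limit, and 4 of them are genes the paper names. Their score was lower by −0.93 in injured than in sham ipsilateral libraries (two-sided exact permutation p = 0.081, n = 14 and 5), in 13 of 14 injured mice. A separate list of 10 oligodendrocyte markers, chosen to hold none that the paper names, differed by −0.54 (exact permutation p = 0.144), in 11 of 14 injured mice, a difference not larger than chance splits give. Sham mice decided these values. Without sham mouse 8_16 the differences were −0.51 and −0.21, and without sham mouse 9_11 they were −1.42 (exact permutation p = 0.00425) and −0.77 (exact permutation p = 0.0281). In the comparison of outcomes, the score of the 12 microglia markers, the myeloid cells of the brain, differed by −0.17 between PTE+ and PTE− mice (exact permutation p = 0.795, n = 4 and 10). It was 0.02 without PTE+ mouse 9_19, −0.35 without PTE+ mouse 8_10 and −0.47 without PTE− mouse 9_14, the last chosen after seeing the data. None of these 12 markers is a gene the paper names for a comparison, so the score leaves the paper's myeloid terms untested.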

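Pam (ENSMUSG00000026335) lies on chromosome 1 from 97795114 to 98095646 on GRCm38. It measured 22.8 ± 7.28 TPM (SD, n = 4) in PTE+ and 9.74 ± 4.13 TPM (SD, n = 10) in PTE− mice in the ipsilateral cortex, and 3 of 4 PTE+ mice lay above every PTE− mouse. The log2 fold change was 1.19 (standard error 0.32, two-sided exact permutation p = 0.005), between 1.04 and 1.40 with each PTE+ mouse left out in turn and 1.20 with the mouse name prefix as a covariate. Among mice with prefix 9, the 3 PTE+ mice had 20.8 to 30.4 TPM and the PTE− mice 5.52 to 15.1 TPM. The single PTE+ mouse with prefix 8 had 13.6 TPM, within the 5.17 to 15.2 TPM of the PTE− mice with that prefix. From its lists of DEGs in the ipsilateral cortex, the paper counts Pam among the key astrocytic genes altered in PTE+ mice.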

Notably, none of these top upregulated or downregulated genes are astrocyte-restricted but play key roles in astrocyte function.

**Figure 1:**
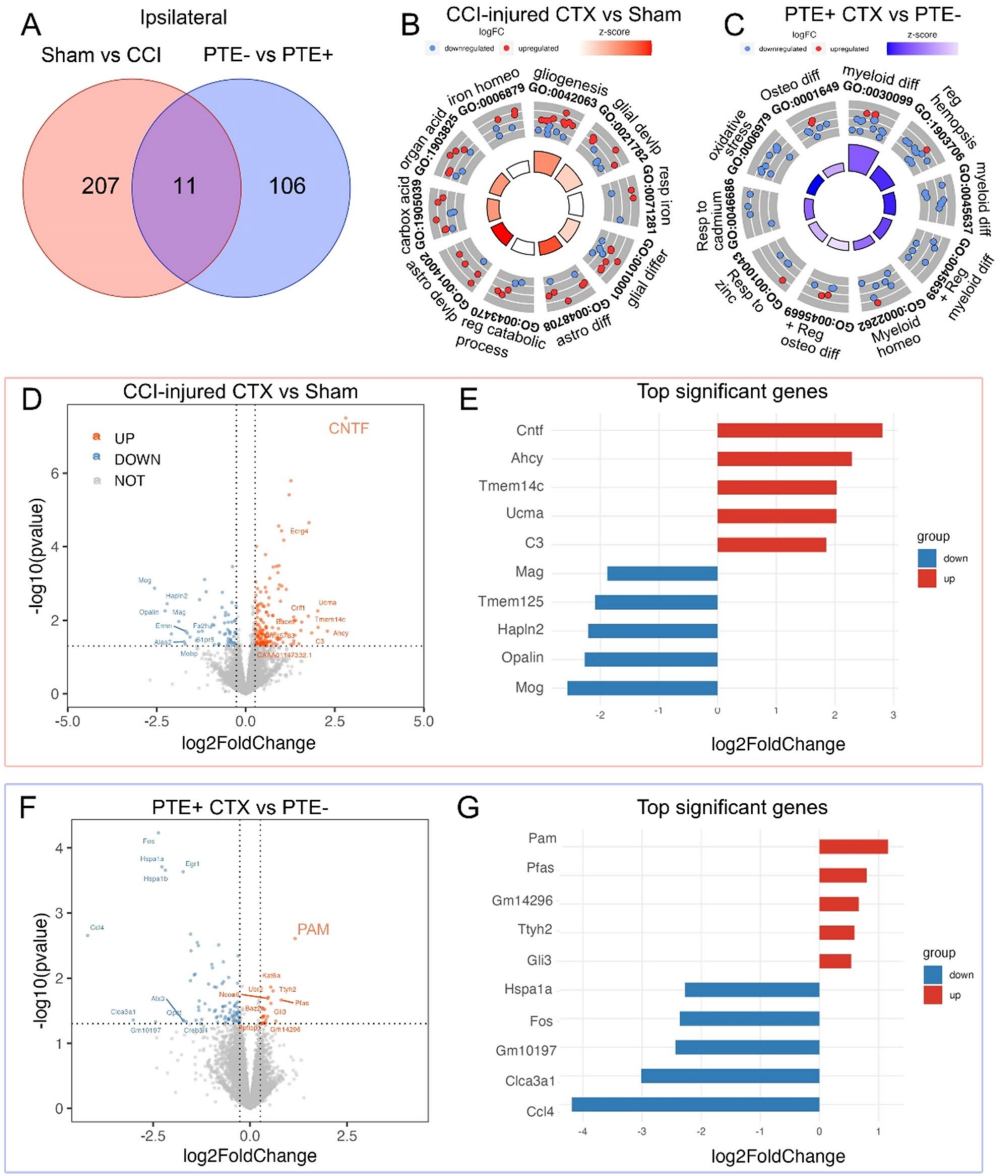
Transcriptomic analysis of ipsilateral cortical astrocytes. (**A**) Venn diagram of DEGs between sham and CCI-injured mice, as well as PTE+ and PTE− mice in the ipsilateral cortex at 4-months post-injury. (**B**) GO circle plot showing the top ten gene ontology enrichment terms in sham versus CCI mice. (**C**) GO circle plot showing the top ten gene ontology enrichment terms in PTE+ versus PTE− mice. (**D**) Volcano plot of DEGs between sham and CCI-injured mice. (**E**) Bar graph of the top five upregulated and downregulated genes between sham and CCI-injured mice. (**F**) Volcano plot of DEGs between PTE+ and PTE− mice post-CCI. (**G**) Bar graph of the top five upregulated and downregulated genes between PTE+ and PTE− mice.

Evidence suggests an important functional and structural basis of contralateral interictal activity in focal, unilateral epilepsy^14^. We next addressed associated changes in the contralateral cortical astrocytic transcriptome in our focal CCI model^13^. 

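In the contralateral cortex, 428 of 10556 tested genes were DEGs between CCI-injured and sham mice, 57 (13.3%) higher and 371 lower. An unadjusted p under 0.05 was reached by 472 genes (4.47%) and an adjusted p under 0.05 by 0 (limma with Benjamini-Hochberg adjustment, smallest adjusted p 0.978). The direction of these DEGs depended on the scaling of the libraries, since 62.2% of 410 DEGs were higher after median centring and 203 of 359 after quantile normalization. Of the 428 genes, 212 were DEGs after median centring and 202 after quantile normalization. Between PTE+ and PTE− mice, 291 of 10423 tested genes were DEGs, with an unadjusted p under 0.05 for 303 genes (2.91%) and an adjusted p under 0.05 for 0 (limma, smallest adjusted p 0.603). Among the settings that keep all mice, a fold change of at least 1.5 moved the injury count most, to 70, and array weights moved the PTE+ count most, to 828. Without a filter on TPM the counts were 682 and 458. Leaving out single mice gave counts from 231 without sham mouse 9_11 to 883 without sham mouse 9_9 for the injury, with 667 without PTE+ mouse 9_17 and 728 without sham mouse 8_16. For PTE+ mice they ranged from 201 without PTE+ mouse 9_17 to 489 without PTE+ mouse 9_18. With the mouse name prefix as a covariate, 440 and 329 genes were DEGs.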

CCI injury showed changes in 421 genes compared to sham, and when comparing PTE+ versus PTE− injured-mice we observed 457 genes that were altered in astrocytes from animals that developed generalized seizures (Fig. 2A). Only nine genes were commonly expressed between these groups. 

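In the contralateral libraries, 8 genes were DEGs in both comparisons (4921524J17Rik, Anxa5, Ccn3, Cd38, Ceacam1, Penk, Slc47a1 and Ttc19), against 10.01 expected for independent lists of these lengths. Over random splits of the same libraries the median overlap was 12 genes. The overlap was 5 genes without sham mouse 9_11 and 13 without sham mouse 8_15, and array weights gave 33.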

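Contralateral injured and sham mice were compared gene by gene for 5 genes higher after CCI (Tmem14c, Ceacam1, Nupr1, Slc35c1 and Rbm46) and 5 lower genes (Gm10800, Timp1, Slc47a1, Prg4 and Lcn2), with positions on GRCm38. Ceacam1 (ENSMUSG00000074272) lies on chromosome 7 from 25461707 to 25477603 and measured 15.6 ± 6.77 TPM (SD, n = 13) in CCI-injured and 5.83 ± 4.76 TPM (SD, n = 5) in sham mice, a log2 fold change of 1.45 (standard error 0.33, two-sided exact permutation p = 0.00163). All 13 injured mice lay above the sham median of Ceacam1, 9 of them above every sham mouse, and with each PTE+ or sham mouse left out in turn the change stayed between 1.21 and 1.78. Lcn2 (ENSMUSG00000026822) lies on chromosome 2 from 32384633 to 32388252 and measured 0.689 ± 0.564 TPM (SD, n = 13) in CCI-injured and 20.2 ± 33.9 TPM (SD, n = 5) in sham mice. Sham mice 8_16 and 9_10 had 78.6 and 21.7 TPM of Lcn2, and its log2 fold change of −1.67 (exact permutation p = 0.0566) was −0.68 without the first and −1.13 without the second, with no call in either case. It was also no DEG with a pseudocount of 0.1 (−1.79) or array weights (−1.26). Prg4 (ENSMUSG00000006014) lies on chromosome 1 from 150449412 to 150466165 and measured 0.762 ± 0.716 TPM (SD, n = 13) in CCI-injured and 5.08 ± 6.01 TPM (SD, n = 5) in sham mice, a log2 fold change of −1.27 (exact permutation p = 0.0172). Without sham mouse 8_16 or 9_10 Prg4 fell below the filter on TPM, at differences of −0.78 and −0.97 (exact permutation p = 0.0739 and 0.0626). Slc47a1 (ENSMUSG00000010122) lies on chromosome 11 from 61343401 to 61378345 and measured 2.43 ± 3.28 TPM (SD, n = 13) in CCI-injured and 13.9 ± 21.2 TPM (SD, n = 5) in sham mice, a log2 fold change of −1.37 (exact permutation p = 0.0687). Slc47a1 was no DEG with a pseudocount of 0.1 (−2.08), quantile normalization (−1.27), median centring (−1.27), array weights (−1.29) or the prefix as a covariate (−1.37). Without sham mouse 8_16 it was −1.06 and no DEG, and without sham mouse 9_10 it fell below the filter at −0.63. Nupr1 rose by 0.67 and Slc35c1 by 0.64, the latter by 0.40 and without a call when sham mouse 8_16 was left out. Rbm46 (0.49, exact permutation p = 0.057) was not a DEG, although it was one under 7 of the alternatives. Timp1 (−0.94, exact permutation p = 0.102) was not a DEG either, but was one without sham mouse 9_11 or 9_9 (−1.42), and without sham mouse 8_16 it fell below the filter at −0.24. Gm10800 (−0.93, exact permutation p = 0.539) was not a DEG and changed sign to 1.03 as a log2 ratio of the group mean TPM and to 0.11 without sham mouse 9_10, and its reads are uncertain because Gm10801 is nearly identical. Of the 10 genes, 6 were DEGs, 4 had an exact permutation p under 0.05, 0 had an adjusted p under 0.05 over all genes, and 2 (Ceacam1 and Slc35c1) had one adjusted over the list alone, a list the study chose on these samples and so not independent evidence. A list of 10 meningeal and fibroblast markers, all expressed and none named by the paper, differed by −0.18 (exact permutation p = 0.402). With single mice left out the difference ranged from −0.32 (without sham mouse 8_15) to −0.03 (without sham mouse 9_10), and with quantile normalization it was −0.09.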

The top five (Log2FC) upregulated genes between sham and CCI were *Tmem14c*, *Ceacam1*, *Nupr1*, *Slc35c1*, and *Rbm46*, and the top five (Log2FC) downregulated genes were *Gm10800*, *Timp1*, *Slc47a1*, *Prg4*, and *Lcn2* (Fig. 2D,E). 

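In contralateral astrocytes, Pnpla3, Penk, Sgpp2 and Vwf were measured as higher in PTE+ than in PTE− mice, and the unnamed transcripts Gm10217, Gm20390, Gm10801 and Gm10320 as lower. Pnpla3 (ENSMUSG00000041653) lies on chromosome 15 from 84167837 to 84187236 on GRCm38 and measured 12.7 ± 4.77 TPM (SD, n = 4) in PTE+ and 4.11 ± 1.95 TPM (SD, n = 9) in PTE− mice. All 4 PTE+ mice lay above every PTE− mouse, for a log2 fold change of 1.43 (standard error 0.28, two-sided exact permutation p = 0.0014, the smallest that 4 mice against 9 allow). It stayed between 1.23 and 1.58 with each PTE+ mouse left out and was 1.46 with the mouse name prefix as a covariate. Penk (ENSMUSG00000045573) lies on chromosome 4 from 4133531 to 4138819 and measured 10.6 ± 3.07 TPM (SD, n = 4) in PTE+ and 3.81 ± 2.4 TPM (SD, n = 9) in PTE− mice, a log2 fold change of 1.40 (exact permutation p = 0.00699). Gm10217 (ENSMUSG00000067627) lies on chromosome 8 from 9864251 to 9870315 and measured 1.07 ± 2.15 TPM (SD, n = 4) in PTE+ and 24.1 ± 23.2 TPM (SD, n = 9) in PTE− mice, a log2 fold change of −3.36 (standard error 0.84, exact permutation p = 0.00839), and it was listed at 0 TPM in 3 of the 4 PTE+ mice. Sgpp2 (0.95, exact permutation p = 0.0252) lost the call without PTE+ mouse 8_10 (0.79) or 9_17 (0.62), and Gm20390 (−2.44, exact permutation p = 0.0657) lost it without PTE+ mouse 8_10 (−1.96) or 8_17 (−2.17). Vwf (0.54, exact permutation p = 0.21) was not a DEG, but was one at 0.97 without PTE+ mouse 9_18. Gm10801 (−1.42) and Gm10320 (−1.36) were not DEGs, with exact permutation p-values of 0.509 and 0.319, and reads of Gm10801 are uncertain because of its copy Gm10800.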

The top five (Log2FC) upregulated genes in PTE+ astrocytes compared to PTE− were *Slc47a1*, *Pnpla3*, *Sgpp2*, *Penk*, and *Vwf*, while the top five (Log2FC) downregulated genes were annotated genes without a canonical name including *Gm10801*, *Gm10197*, *Gm20390*, *Gm10217*, and *Gm10320* (Fig. 2F,G). Gene ontology of the post-injury contralateral cortex versus sham predominantly showed top GO terms associated with RNA splicing and stability as well as catabolic processes (Fig. 2B), while GO terms in PTE+ mice related to ameboidal-type cell migration, vasculogenesis, and endothelial processes (Fig. 2C). 

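Gene ontology terms were not recomputed for the contralateral cortex either, and gene lists were scored there, which does not test the paper's terms. All 30 RNA splicing factors were expressed and none is named by the paper. Their score differed by −0.24 between injured and sham mice (two-sided exact permutation p = 0.057, adjusted p 0.373 over 19 lists, n = 13 and 5) and was lower in 11 of 13 injured mice. It was −0.21 with quantile normalization (exact permutation p = 0.0375). Single mice carried it across the threshold, at −0.32 without sham mouse 9_9 (exact permutation p = 0.0181) and −0.26 without PTE+ mouse 9_17 (exact permutation p = 0.0401), and without sham mouse 9_11 it was −0.15 (exact permutation p = 0.211). All 14 endothelial markers were expressed and none is named by the paper. Their score was higher by 0.54 in PTE+ than in PTE− mice (exact permutation p = 0.0965, adjusted p 0.917, n = 4 and 9), in 3 of 4 PTE+ mice. Without PTE+ mouse 9_17 this was 0.18, and without PTE+ mouse 9_18 it was 0.84 (exact permutation p = 0.00909). The 13 endothelial genes that the paper itself names differed by 0.83 (exact permutation p = 0.0224, adjusted p 0.425), in 3 of 4 PTE+ mice. These genes were picked by the study on the same libraries, and without PTE+ mouse 9_17 the difference was 0.44 (exact permutation p = 0.123) and without PTE+ mouse 8_10 it was 0.82 (exact permutation p = 0.0591). Without PTE+ mouse 8_17 it was 0.87 (exact permutation p = 0.0409) and without 9_18 it was 1.19 (exact permutation p = 0.00455).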

Interestingly, *Tmem14c*, a key player in mitochondrial heme metabolism^15^, was a top gene upregulated in both ipsilateral and contralateral astrocytes in CCI-injured compared to sham mice. These findings show significant changes in astrocytic genes in the uninjured contralateral cortex of PTE+ mice that are distinct from the ipsilateral cortex.

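Tmem14c (ENSMUSG00000021361) lies on chromosome 13 from 41016292 to 41022586 on GRCm38. In the ipsilateral cortex it measured 63 ± 47.6 TPM (SD, n = 14) in CCI-injured and 15 ± 26.1 TPM (SD, n = 5) in sham mice, a log2 fold change of 2.26 (standard error 0.97, two-sided exact permutation p = 0.0691). It was a DEG there, but not without sham mouse 8_15 (2.12), 8_16 (2.00), 9_9 (1.97) or 9_11 (2.19), and was 2.23 with the mouse name prefix as a covariate. In the contralateral cortex it measured 55.5 ± 54.8 TPM (SD, n = 13) in CCI-injured and 13 ± 20.3 TPM (SD, n = 5) in sham mice, a log2 fold change of 1.65 (standard error 1.03, exact permutation p = 0.213), and was not a DEG. Sham mouse 9_10 had 61.7 TPM in its ipsilateral and 49.3 TPM in its contralateral library, against 2.18 to 4.93 and 2.98 to 5.12 TPM in the other sham mice, and without it the contralateral change was 2.32 and a DEG. The hemispheres of 1 mouse differed by 0.33 log2 units on average over 17 mice, against 2.04 for hemispheres re-paired between mice of 1 group (one-sided permutation p = 2e-05, where 1e-05 is the smallest that 100000 resamples can give). The paper calls Tmem14c a top gene in both hemispheres.

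**Figure D2:**
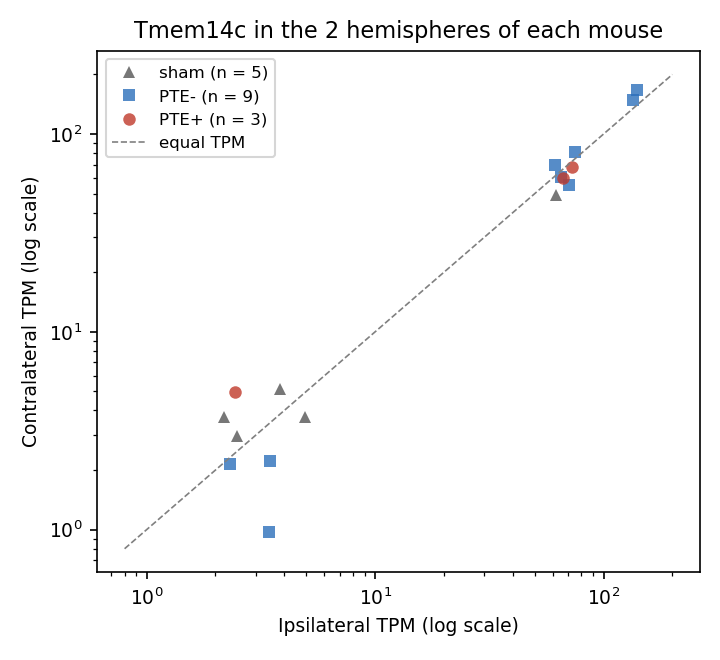
Tmem14c in the contralateral against the ipsilateral library of each mouse, in TPM on log axes, for 5 sham, 9 PTE− and 3 PTE+ mice with both hemispheres. Points lie near the line of equal values, with sham mouse 9_10 at 61.7 and 49.3 TPM apart from the other sham mice.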

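Whether the PTE+ effect differs between hemispheres was tested with an interaction term in limma over 10215 genes. An adjusted p under 0.05 was reached by 0 genes and an unadjusted p under 0.05 by 9 (0.09%). Hemispheres of the same mouse are not independent, and with the mouse as a block 308 (fixed effect) or 228 (random effect, within-mouse correlation 0.642) genes had an unadjusted p under 0.05, again with 0 adjusted. Array weights gave 481 genes at an unadjusted p under 0.05 and 0 adjusted. The ipsilateral minus the contralateral effect of Slc47a1 was −1.51 (standard error 0.87, limma p = 0.0945), and −2.18 with the mouse as a fixed block (standard error 0.56, limma p = 0.00141, adjusted p 0.998). On its lists of DEGs in each hemisphere, the paper states that contralateral changes in PTE+ mice are distinct from ipsilateral ones.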

**Figure 2:**
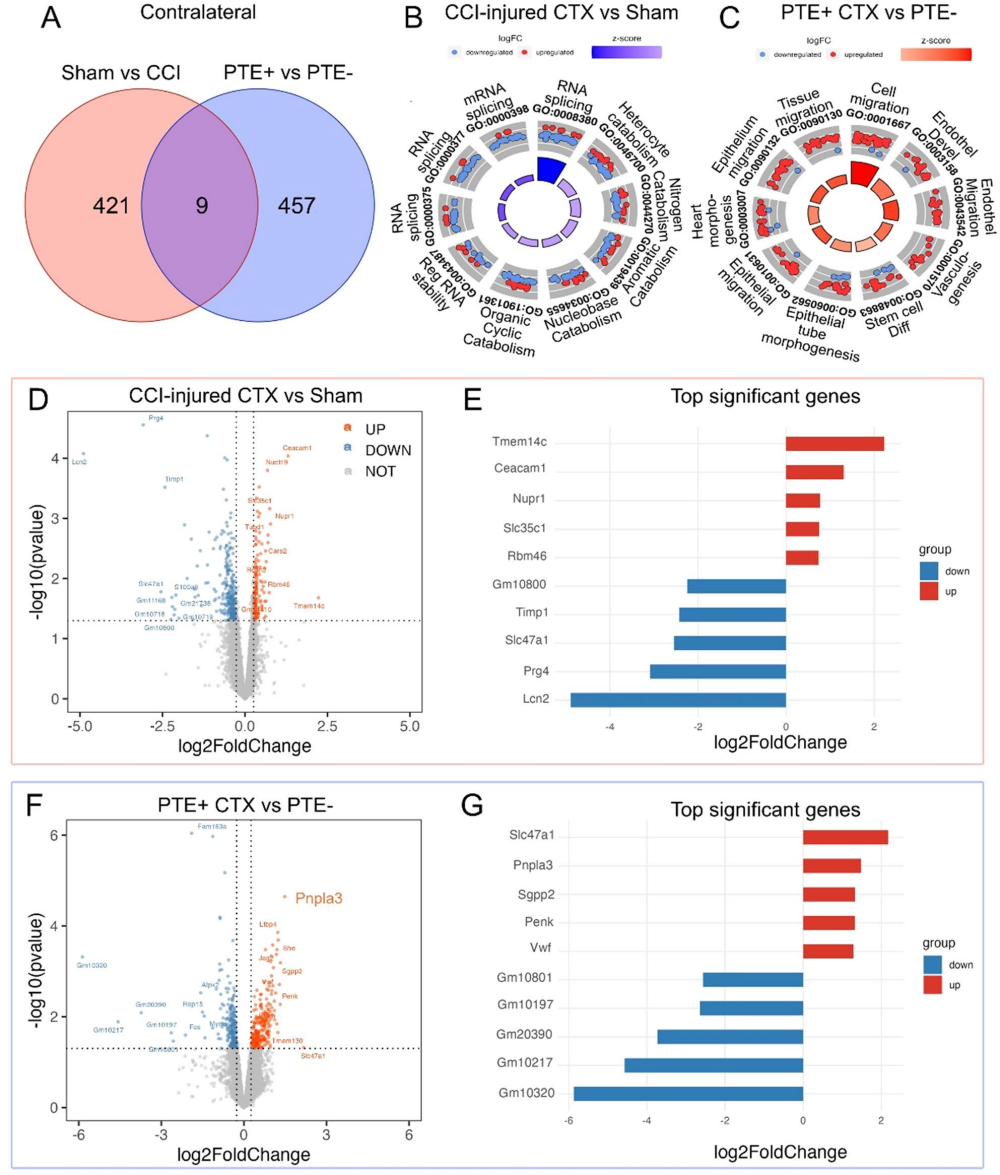
Transcriptomic analysis of contralateral cortical astrocytes. (**A**) Venn diagram of DEGs between sham and CCI-injured mice, as well as PTE+ and PTE− mice in the contralateral cortex at 4 months post-injury. (**B**) GO circle plot showing the top ten gene ontology enrichment terms in sham versus CCI mice. (**C**) GO circle plot showing the top ten gene ontology enrichment terms in PTE+ versus PTE− mice. (**D**) Volcano plot of DEGs between sham and CCI-injured mice. (**E**) Bar graph of the top five upregulated and downregulated genes between sham and CCI-injured mice. (**F**) Volcano plot of DEGs between PTE+ and PTE− mice post-CCI. (**G**) Bar graph of the top five upregulated and downregulated genes between PTE+ and PTE− mice.

Ingenuity pathway analysis (IPA) was performed to comprehensively analyze differential gene expression and infer predicted downstream effects for potential mechanistic targets. A graphical summary of the major canonical pathways, upstream regulators, and biological processes shows the significant genes altered in PTE+ cortical astrocytes reveal predicted inhibition of Il6 and other pathways with inferred relationship to Il6 including IFNG, IGF1, IL1A, IL5, IL17A (Fig. 3A) based on top ready analysis (Fig. 3B) and other significantly altered genes. 

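The pathway predictions were not recomputed, since they rest on a knowledge base that was not used here, and the genes of the top ready analysis were examined in their place. Fig. 3B adds 8 genes to those of the other figures, and Hspa1b (log2 fold change −1.53) was not counted among these. All 8 differed between ipsilateral PTE+ and PTE− libraries in the direction shown there, with log2 fold changes from −1.09 to 0.61. The 2 genes Prr29 and Kat6a were DEGs, 3 genes had a two-sided exact permutation p under 0.05, and 0 had an adjusted p under 0.05, over all genes (limma) or adjusted over the list alone. These genes were picked by the study on the same libraries.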

The top 8 canonical pathways show a negative z-score for Il17A, p38 MAPK, NOD1/2, IL-6 and a positive z-score for PKR in interferon (IFN) signaling (Fig. 3C). The IPA summary of contralateral PTE+ cortical astrocytes shows predicted activation of serine peptidase inhibitor Kazal type 1 (SPINK1) general cancer pathway, as well as IL-15 production, KLF4, SOX4 and migration of phagocytes/myeloid cells (Fig. 3D). Based on top ready analysis genes (Fig. 3E) and other statistically significant genes, top canonical pathways include SPINK1, IL-15 production with positive z-scores (Fig. 3F).

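Fig. 3E adds 13 genes to those of the other figures (She, Jag2, Tie1, Arap3, Bmx, Fam163a, Alpk2, Rep15, Myoc, Mgme1, Rab42, Fam98b and Cdh19). All 13 differed between contralateral PTE+ and PTE− libraries in the direction shown there, with log2 fold changes from −1.74 to 0.99. All but Bmx, Alpk2, Rep15 and Myoc were DEGs (9 genes), 9 had a two-sided exact permutation p under 0.05, and 0 had an adjusted p under 0.05 over all genes (limma). Mgme1 had an exact permutation p adjusted over the list alone of 0.0427, with 4 of 4 PTE+ mice below every PTE− mouse, and the list was chosen by the study on these libraries. The canonical pathways and their z-scores were not recomputed.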

**Figure 3:**
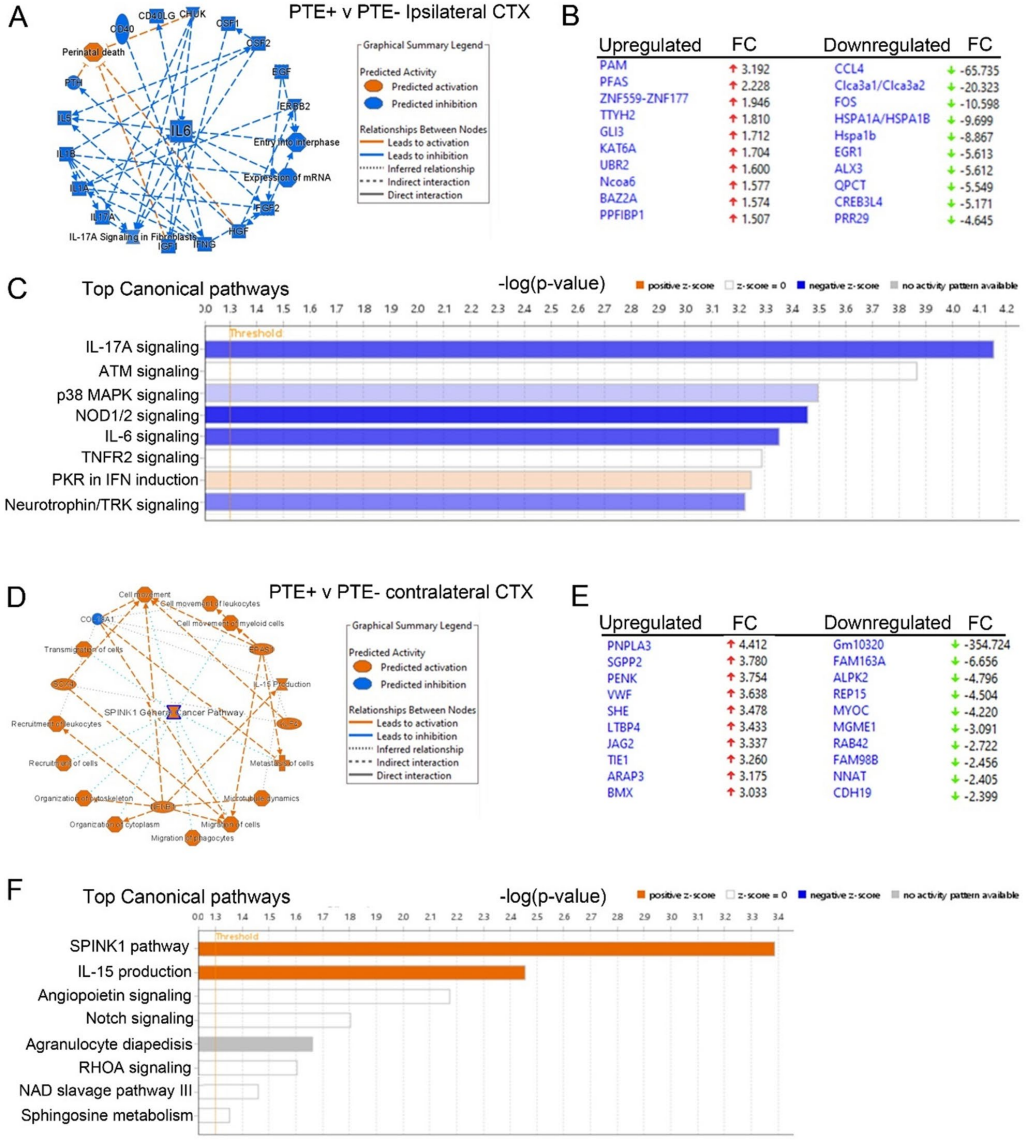
Ingenuity pathway analysis using RNA-seq data from ipsilateral and contralateral cortical astrocytes of PTE+ and PTE− mice. (**A**) Graphical summary showing predicted inhibition of Il6 in PTE+ mice and other pathways with inferred relationship to Il6 including IFNG, IGF1, IL1A, IL5, IL17A. (**B**) Top ready analysis showing the top upregulated and top downregulated genes based on fold-change. (**C**) The top 8 canonical pathways based on + or − z-score. (**D**) Graphical summary showing predicted activation of serine peptidase inhibitor Kazal type 1 (SPINK1) general cancer pathway, as well as IL-15 production, KLF4, SOX4 and migration of phagocytes/myeloid cells. (**E**) Top ready analysis showing the top upregulated and top downregulated genes based on fold-change. (**F**) The top 8 canonical pathways based on + or—z-score.

A broader IPA synopsis of PTE+ cortical astrocytes yielded predicted activation of several pathways. 

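The genes Ppara, Sox9 and Mt1, placed by the pathway analysis among those lower in contralateral PTE+ astrocytes, and Sox17 and Cd34, placed among the higher, were measured directly, with positions on GRCm38. Ppara (ENSMUSG00000022383) lies on chromosome 15 from 85734983 to 85802819 and measured 12.5 ± 1.72 TPM (SD, n = 4) in PTE+ and 18.4 ± 3.09 TPM (SD, n = 9) in PTE− mice, a log2 fold change of −0.52 (standard error 0.15, two-sided exact permutation p = 0.00559) with 4 of 4 PTE+ mice below the PTE− median. Sox17 (ENSMUSG00000025902) lies on chromosome 1 from 4490931 to 4497354 and measured 84.3 ± 46.9 TPM (SD, n = 4) in PTE+ and 42.4 ± 19.1 TPM (SD, n = 9) in PTE− mice, a log2 fold change of 0.93 (exact permutation p = 0.0643), and was no DEG in the fit of all 3 groups or without PTE+ mouse 8_10 (0.82) or 9_17 (0.62). Cd34 (ENSMUSG00000016494) lies on chromosome 1 from 194938819 to 194961279 and measured 58.3 ± 29.8 TPM (SD, n = 4) in PTE+ and 30.7 ± 10.3 TPM (SD, n = 9) in PTE− mice, a log2 fold change of 0.83 (exact permutation p = 0.0266), which was 0.54 and no DEG without PTE+ mouse 9_17. Sox9 (−0.43, exact permutation p = 0.105) was not a DEG. It was one with median centring (−0.49), array weights (−0.50), the mouse name prefix as a covariate (−0.40) and without PTE+ mouse 9_17 (−0.56). Mt1 (−0.19, exact permutation p = 0.179) was not a DEG and changed sign to 0.01 with array weights.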

Analysis of contralateral PTE+ cortical astrocytes showed downregulation of genes such as MT1, SOX9, and PPARA, with upregulation of several genes including SOX17, and CD34 among others via predicted activation of AGT, EPAS1, SOX4, NFKB1, KLF4, and IL10RA (Fig. 4A). Analysis of ipsilateral PTE+ cortical astrocytes demonstrated downregulation of *Ccl4* via predicted activation of APOE, and other genes such as *Fos* were downregulated via predicted activation of SCD, SFTPA1, TSC2, and TWF1 (Fig. 4B). 

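Of Fig. 4A, 22 genes are outside Fig. 2G and 4E. All 22 changed in contralateral PTE+ libraries in the direction shown there, 16 were DEGs and 13 had a two-sided exact permutation p under 0.05. Of Fig. 4B, 16 genes are outside Fig. 1G and 4E. All 16 changed in ipsilateral PTE+ libraries in the direction shown there, 6 were DEGs and 4 had an exact permutation p under 0.05. After adjustment over all genes 0 of either set had an adjusted p under 0.05 (limma). The study picked both sets on the same libraries, so a shared direction is not independent evidence. Ccl4 (ENSMUSG00000018930) lies on chromosome 11 from 83662584 to 83664683 on GRCm38 and measured 0.365 ± 0.261 TPM (SD, n = 4) in PTE+ and 5.56 ± 8.64 TPM (SD, n = 10) in PTE− mice. PTE− mouse 9_14 alone had 27.5 TPM of Ccl4, and without it, a choice made after seeing the data, the gene fell below the filter on TPM, at a difference of −1.04 (exact permutation p = 0.165). The predicted activation of regulators was not recomputed.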

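In contralateral PTE+ mice 88 DEGs were lower than in PTE− mice, and in ipsilateral PTE+ mice 26 were. Quantile normalization gave 261 and 90 lower DEGs, and median centring 213 and 36. The 2 genes Nnat and Ttc38 were lower DEGs in both hemispheres, against 0.2 expected for independent lists. Both lists share 3 PTE+ mice, and over random splits of the mice the median number was 9.5. It was 13 with quantile normalization, 6 with median centring and 19 with array weights. Leaving out PTE+ mouse 9_17 gave 0 shared lower genes and raised the contralateral lower DEGs to 141.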

Overall, we found that 217 genes were downregulated in contralateral PTE+ cortical astrocytes, 84 genes were downregulated in ipsilateral PTE+ cortical astrocytes, and 12 genes were downregulated in both contralateral and ipsilateral samples (Fig. 4C). In contrast, 240 genes were upregulated in contralateral PTE+ cortical astrocytes, 22 genes were upregulated in ipsilateral PTE+ cortical astrocytes, and 5 genes were upregulated in both contralateral and ipsilateral samples (Fig. 4D). 

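The higher DEGs in PTE+ mice numbered 203 (69.8% of all DEGs) in the contralateral and 34 in the ipsilateral cortex. The 8 genes Amd1, Ddit4l, Gdf10, Jag2, Nckap1, Pnpla3, Tpst2 and Zfp967 were higher in both hemispheres, against 0.58 expected for independent lists and a median of 10 over random splits of the mice. The prevailing direction in PTE+ mice rested on the scaling of the libraries. With quantile normalization 32.4% of the contralateral and 33.3% of the ipsilateral DEGs were higher, with median centring 41% and 28%, and 5 and 2 genes were higher in both hemispheres. Of the 291 contralateral DEGs, 205 were DEGs after quantile normalization and 219 after median centring, and of the 60 ipsilateral DEGs 50 and 39 were. Without PTE+ mouse 9_17, 60 contralateral genes were higher and 0 in both hemispheres.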

In total, 17 genes were differentially expressed in both contralateral and ipsilateral samples of PTE+ cortical astrocytes. These included downregulation of *GM10197, FOS, TTC38, NNAT, MT3, MACROD1, MGST1, NDUFA6, CST3, GNPTG, ID4,* and *TOR1AIP1*, and upregulation of *GDF10, NCKAP1, ASAP1, UBR2,* and *PAM* (Fig. 4E). 

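All 17 genes changed in each hemisphere in the direction the paper gives, which is not independent evidence, since the study picked them on the same libraries. The 4 genes Ttc38, Nnat, Gdf10 and Nckap1 were DEGs in both hemispheres, 8 of the 17 were DEGs in the ipsilateral and 5 in the contralateral cortex. Ttc38 had log2 fold changes of −0.65 ipsilateral (two-sided exact permutation p = 0.031) and −0.59 contralateral (exact permutation p = 0.0154). The ipsilateral call was lost without PTE+ mouse 9_17 (−0.48) or 9_18 (−0.49), and the contralateral change was −0.34 and no DEG with array weights. Nnat had −0.53 (exact permutation p = 0.05) and −0.76 (exact permutation p = 0.0182), and lost its call without PTE+ mouse 9_17 (−0.41) or 9_19 (−0.55) ipsilaterally and without 8_17 (−0.47) contralaterally. Gdf10 had 0.35 (exact permutation p = 0.016) and 0.43 (exact permutation p = 0.0476). It was no DEG ipsilaterally with quantile normalization (0.30) or median centring (0.27), in the fit of all 3 groups, or without PTE+ mouse 9_17 (0.37) or 9_19 (0.21). Contralaterally it was no DEG with quantile normalization (0.39) or median centring (0.37), or without PTE+ mouse 8_10, 8_17 (0.23) or 9_17. Nckap1 had 0.35 (exact permutation p = 0.031) and 0.45 (exact permutation p = 0.0587). It lost its call ipsilaterally with median centring (0.28), in the fit of all 3 groups or without PTE+ mouse 9_17 (0.24) or 9_18 (0.26), and contralaterally with array weights (0.21), in the fit of all 3 groups or without PTE+ mouse 9_17 (0.29) or 9_18 (0.41). Mgst1 (−0.43, exact permutation p = 0.037) was a DEG in the ipsilateral cortex alone and Tor1aip1 (−0.56, exact permutation p = 0.0755) in the contralateral cortex alone. Mgst1 lost its call in the fit of all 3 groups and without PTE+ mouse 8_10 (−0.36) or 9_19 (−0.32), and Tor1aip1 without 8_10 (−0.47), 9_17 (−0.59) or 9_18 (−0.49). Some of these calls were lost at changes no smaller than before, since fewer mice lower the power of the test. These were ipsilateral Nnat without 9_19, ipsilateral Gdf10 without 9_17 and contralateral Tor1aip1 without 9_17. Asap1 rose by 0.18 ipsilaterally and 0.06 contralaterally and was a DEG in neither, and its contralateral change was −0.01 with array weights and −0.04 without PTE+ mouse 9_17.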

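In the contralateral cortex Pam measured 20.2 ± 16.7 TPM (SD, n = 4) in PTE+ and 10.2 ± 4.2 TPM (SD, n = 9) in PTE− mice, a log2 fold change of 0.68 (standard error 0.39, two-sided exact permutation p = 0.152), and was not a DEG. PTE+ mouse 9_17 had 44.3 TPM of Pam, and without PTE+ mouse 8_17 the change was 1.11 and a DEG. Within prefix 8 the PTE+ mice had 14.8 and 5.88 TPM and the PTE− mice 7.25 to 16.5 TPM, and within prefix 9 the PTE+ mice had 44.3 and 15.6 TPM and the PTE− mice 5.59 to 16.3 TPM. Fos measured 47.3 ± 33.3 TPM (SD, n = 4) in PTE+ and 207 ± 307 TPM (SD, n = 9) in PTE− mice, a log2 fold change of −1.10 (standard error 0.86, exact permutation p = 0.306), and was not a DEG. Gm10197 measured 17.8 ± 20.9 TPM (SD, n = 4) in PTE+ and 32.3 ± 18.1 TPM (SD, n = 9) in PTE− mice, a log2 fold change of −1.30 (standard error 1.00, exact permutation p = 0.277), and was not a DEG either. The ipsilateral minus the contralateral effect was 0.51 for Pam (standard error 0.53, limma p = 0.346), −0.68 for Fos (standard error 1.10, limma p = 0.542) and −1.03 for Gm10197 (standard error 1.59, limma p = 0.523). With the mouse as a fixed block it was −0.07 for Pam (standard error 0.24, limma p = 0.776), −0.51 for Fos (standard error 0.66, limma p = 0.455) and 0.02 for Gm10197 (standard error 1.3, limma p = 0.986). In the ipsilateral cortex Pnpla3 rose by 1.25, more than Pam, with an exact permutation p of 0.018, and lost its call without PTE+ mouse 9_17 (1.09) or 9_18 (1.12) or with a pseudocount of 0.1 (1.72).

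**Figure D3:**
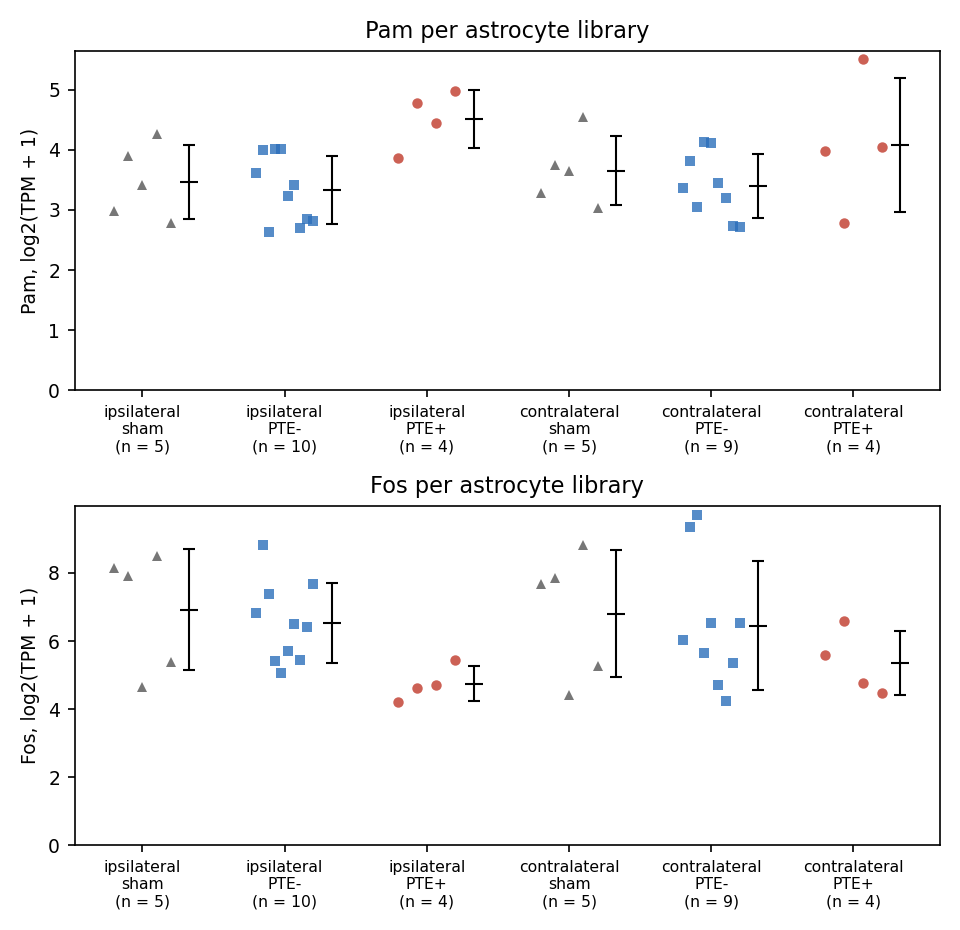
Pam and Fos as log2(TPM + 1) in each library, for sham, PTE− and PTE+ mice in the ipsilateral and contralateral cortex, with the mean and SD of each group. Pam is higher in ipsilateral PTE+ than PTE− mice by 1.19 and Fos lower, at a log2 fold change of −1.78, with overlapping contralateral groups.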

*Pam* was the most upregulated gene, and the most downregulated genes were *GM10197*, and *Fos* based on log2FoldChange in both hemispheres.

**Figure 4:**
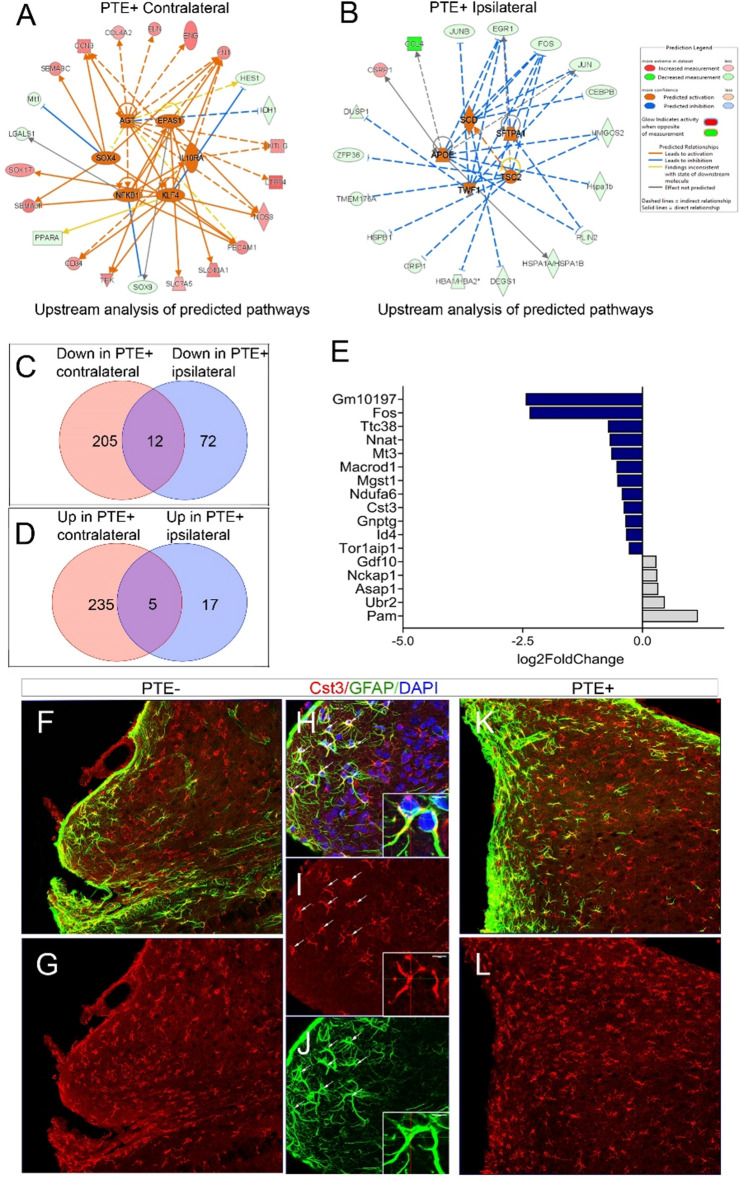
Synopsis of IPA and DEGs in PTE+ cortical astrocytes from both ipsilateral and contralateral cortex. (**A**) Graphical IPA summary of contralateral PTE+ cortical astrocytes showed downregulation of genes such as MT1, SOX9, and PPARA, with upregulation of several genes including SOX17, and CD34 among others via predicted activation of AGT, EPAS1, SOX4, NFKB1, KLF4, and IL10RA (**B**) Graphical IPA summary of ipsilateral PTE+ cortical astrocytes demonstrated downregulation of CCL4 via predicted activation of APOE, and other genes such as FOS were downregulated via predicted activation of SCD, SFTPA1, TSC2, and TWF1. (**C**) Venn diagram of the number of downregulated genes between contralateral and ipsilateral cortical astrocytes in PTE+ mice. (**D**) Venn diagram of the number of upregulated genes between contralateral and ipsilateral cortical astrocytes in PTE+ mice. (**E**) Bar graph of the 17 DEGs found across both hemispheres based on log2FoldChange. (**F**-**J**) Representative max z-projection of GFAP and Cst3 immunohistochemistry in the PTE− cortex (**K**-**L**) and PTE+ cortex 4 months post-CCI injury. Cst3 expression is present on GFAP-positive astrocytes, star-shaped microglia in the peri-lesion area.

Finally, we previously identified Cystatin 3 (*Cst3*)*,* a highly expressed gene in astrocytes^16^, to be altered in the ipsilateral and contralateral hippocampus of PTE+ astrocytes via bulk RNA-seq of hippocampal astrocytes from PTE+ mice and further confirmed by immunohistochemistry ^13^. We demonstrate that this is the only gene influenced across all brain regions in isolated astrocytes from PTE+ mice. 

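Cst3 (ENSMUSG00000027447) lies on chromosome 2 from 148871722 to 148875692 on GRCm38. In the ipsilateral cortex it measured 24900 ± 4600 TPM (SD, n = 4) in PTE+ and 29700 ± 3690 TPM (SD, n = 10) in PTE− mice, a log2 fold change of −0.26 (standard error 0.14, two-sided exact permutation p = 0.0529), with 3 of 4 PTE+ mice below the PTE− median. In the contralateral cortex it measured 22200 ± 4040 TPM (SD, n = 4) in PTE+ and 26300 ± 2800 TPM (SD, n = 9) in PTE− mice, a log2 fold change of −0.26 (standard error 0.15, exact permutation p = 0.0503), with 4 of 4 PTE+ mice below it. Cst3 was a DEG in neither hemisphere, and in the ipsilateral cortex it was one at −0.35 without PTE+ mouse 9_18. Hippocampal astrocytes were not analysed here.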

Immunohistochemistry of Cst3 on GFAP-expressing peri-lesional cortical astrocytes is evident at 4 months post-CCI injury in both PTE− and PTE+ mice (Fig. 4 F-L), however, we observed its expression was more prominent on IBA1-positive microglia. The cell-type specific role of Cst3 may be a viable target for further exploration.

## Discussion

There is a growing recognition that astrocytes play a significant role in epileptogenesis^17^. Neuronal changes, such as those induced by TBI, lead to reactive astrogliosis, wherein gene expression and morphological alteration are prominent^18,19^. Studies using human brain tissues have found that epilepsy is associated with astrocytic and microglial activation^20^. Moreover, astrocyte cytokines play a pivotal role in the development of seizures, influencing the inflammatory milieu within the brain. Their release can contribute to a cascade of events that enhance seizure susceptibility and potentially exacerbate neuronal damage associated with epileptic activity. The current study reveals that astrocytes from the CCI-injured cortex display key changes in transcripts, including upregulation of *Cntf, Ahcy, Tmem14c, Ucma,* and *C3* at months post-injury, whose biological processes relate to gliogenesis, glial development and differentiation, as well as iron homeostasis and respiration. This correlates with a typical pattern of gliosis seen in the progressive stages of TBI^21–23^. However, the ipsilateral CCI-injured mice that developed PTE, uniquely show upregulation of several top genes, including *Pam, Pfas, Ttyh2* and *Gli3* and reduced levels of *Fos, Hspa1a, Clca3a1* and *Ccl4*. Interestingly, this transcriptomic shift correlates with biological processes related to myeloid cell homeostasis and differentiation, hematopoiesis, response to zinc ion, which inhibits synaptic GABA-A receptors^24^, as well as oxidative stress. This suggests astrocyte activity may overlap with features of myeloid cell functions such as antigen presentation, phagocytosis, and inflammation in mice that develop seizures.

Numerous clinical and animal investigations have elucidated the intricate interplay between seizures and the cytokine-mediated inflammatory response^25^. Investigations centered on molecular markers of neuroinflammation hold significant importance and may contribute to a deeper understanding of epileptogenesis in TBI. Altered gene expression in the ipsilateral cortical astrocytes of PTE+ mice support inflammation as the top canonical pathways including Il17A, NOD1/2, IL-6, TNFR2 and PKR interferon (IFN) signaling. Patients with epilepsy exhibit higher IL-17 serum and CSF levels, and this phenotype is associated with seizure severity^26^, as well as increased IL-6^27^, and TNFR2, whose global loss is associated with acute seizures^28^. Anomalies in cytokine expression and immune cell activity have been noted in both seizure-afflicted patients and animal models of seizures^27^.

Among the DEGs significantly altered in both hemispheres of PTE+ mice were *Pam, Ubr2, Asap1, Nckap1, Gdf10*. Peptidylglycine α-amidating monooxygenase, or Pam*,* a transmembrane vesicular cuproenzyme and regulator of secretory pathway, is essential for the synthesis of all amidated neuropeptides^29^, which are key players in modulating excitatory/inhibitory balance^30^. Pam has previously been found to be expressed in astrocytes^31,32^ and is transiently increased in the hippocampus in kainic acid (KA) seizures in rats^33^, however, it has not been identified in TBI epileptogenesis. Interestingly, it is involved in the production of amidated neuropeptide Y, which has been shown to exert a significant inhibitory effect on epileptiform activity in the human hippocampal dentate gyrus^34^. It is plausible that increased *Pam* expression in astrocytes may be the result of a demand for amidated peptides, needed to regulate astrocytic functions such as proliferation^35^ or to counteract seizure development.

The mechanism of action for *Ubr2* is not currently understood, but it is a gene involved in regulating the activation of the Wnt/β-catenin pathway, and is involved in the regulation of cell death^36^. While *Ubr2* has not been directly implicated in PTE, it has been associated with multiple sclerosis^37^, and other members of the *Ubr* family have been discussed in the context of neurodevelopmental-related epilepsy^38^. Furthermore, Wnt signaling plays a role in epileptogenesis in the hippocampus^39^. *Nckap1*, a gene involved in neuronal differentiation, interacts directly with *Cyfip2*, which has been implicated in seizures^40,41^. While *Gdf10* has not been a target for epileptogenesis, it may play a role in recovery from TBI as it is involved in axon sprouting after stroke injury^42^. Overall, this pattern of gene expression is consistent with the development of PTE in mice subjected to focal cortical impact. Further studies are needed to experimentally determine the expression and causal relationship of these proteins in PTE.

The downregulation and predicted pathway inhibition of *Ccl4* is notable. Previous studies in rats have found that *Ccl4* gene and protein expression are acutely increased in epilepsy, including in astrocytes^43–45^. *Ccl4* has also been linked to epilepsy in humans^46^. Chemokine CC motif ligand 4 (CCL4) functions as a chemoattractant for many types of immune cells, including macrophages, and also induces calcium mobilization among monocytes and other immune cells^47^. Given the time course dependency of TBI, brain tissue collection at 4 months may constitute a change in the neuroinflammatory status, as Ingenuity Pathway Analysis inferred that type-1 interferon is altered at this chronic time point in the ipsilateral cortex in PTE (not shown), which would serve to suppress *Ccl4*^48^.

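In ipsilateral PTE+ astrocytes the early response genes Egr1, Junb, Jun and Cebpb were compared with those of PTE− mice, with positions on GRCm38. Egr1 (ENSMUSG00000038418) lies on chromosome 18 from 34859823 to 34864984 and measured 8.17 ± 2.75 TPM (SD, n = 4) in PTE+ and 25.1 ± 16 TPM (SD, n = 10) in PTE− mice, a log2 fold change of −1.31 (standard error 0.44, two-sided exact permutation p = 0.019). Junb (ENSMUSG00000052837) lies on chromosome 8 from 84974484 to 84978718 and measured 50.8 ± 21.4 TPM (SD, n = 4) in PTE+ and 121 ± 76.5 TPM (SD, n = 10) in PTE− mice, a log2 fold change of −1.11 (exact permutation p = 0.047), and was no DEG without PTE+ mouse 8_10 (−1.08) or 9_18 (−0.79). Jun (−0.52, exact permutation p = 0.144) and Cebpb (−0.46, exact permutation p = 0.127) were not DEGs. Jun was one with array weights (−0.51) and Cebpb without PTE+ mouse 9_19 (−0.64). Of a list of 16 immediate early genes 14 were expressed, and 7 of the 16 are genes the paper names. Their score differed by −0.62 (exact permutation p = 0.0529, adjusted p 0.475 over 19 lists, n = 4 and 10), with 4 of 4 PTE+ mice below the PTE− median. It passed the threshold with quantile normalization (−0.74, exact permutation p = 0.018) and without PTE+ mouse 9_19 (−0.72, exact permutation p = 0.0385). A separate list of 12 immediate early genes, chosen to hold none that the paper names and with 9 expressed, differed by −0.28 (exact permutation p = 0.283). The difference was −0.43 with quantile normalization (exact permutation p = 0.0519). Without PTE− mouse 9_14, chosen after seeing the data, it was −0.37 (exact permutation p = 0.0825). The 9 heat shock genes, all expressed and 3 of them named by the paper, differed by −0.50 (exact permutation p = 0.027, adjusted p 0.475), in 4 of 4 PTE+ mice, and did not pass without PTE+ mouse 8_10, 9_17 or 9_19 (−0.47, −0.50 and −0.51, exact permutation p = 0.0664, 0.0559 and 0.0559). Over all 48 genes that the text and figures of the paper name for the ipsilateral PTE+ comparison, 48 changed in the direction given, 19 were DEGs and 16 had an exact permutation p under 0.05. An adjusted p under 0.05 was reached by 0 of them over all genes (limma) and by 0 adjusted over the list alone, which the study chose on these samples and which is not independent evidence.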

Importantly, a number of early response genes, *Egr1, Fos, Jun, Cebpb, JunB,* were all downregulated in the ipsilateral cortical PTE+ astrocytes and are common targets of APOE, SCD, SFTPA1, TWF1, TSC2, which are predicted to be activated. Early response genes (ERGs) are normally minimally expressed, but expression quickly increases after insult or intense neuronal activation^49^. ERG expression in astrocytes has been associated with neuronal survival and neurite outgrowth^50^, and recent findings highlight a novel subpopulation of immediate-early astrocytes (ieAstrocytes)^51^, however, their direct role in epileptogenesis has not been investigated. Fos is upregulated in human epileptic tissue^52^ and its expression in astrocytes has been directly linked with interferon-γ or inflammatory responses, cell proliferation^53^, plasticity, and astrogliosis^54^. In models of epilepsy, ERGs, including Fos, have been correlated with epileptogenesis^55^. The altered expression pattern of ERGs in astrocytes, in addition to changes in inflammatory and neuropeptide-associated genes suggests that PTE+ astrocytes may have shifted their differential gene expression pattern or subpopulation in response to TBI-induced epileptogenesis in an attempt to combat seizure activity.

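In contralateral astrocytes Slc47a1 measured 5.29 ± 4.79 TPM (SD, n = 4) in PTE+ and 1.16 ± 1.25 TPM (SD, n = 9) in PTE− mice. The log2 fold change was 1.49 (standard error 0.48, two-sided exact permutation p = 0.0182), with 4 of 4 PTE+ mice above the PTE− median, and was the same with the mouse name prefix as a covariate. Without PTE+ mouse 9_17 the gene fell below the filter on TPM, at a difference of 1.04 (exact permutation p = 0.0818). The 61 genes that the paper names for this comparison all changed in the direction given, 36 were DEGs and 31 had an exact permutation p under 0.05. An adjusted p under 0.05 was reached by 0 of the 61 over all genes (limma) and by 2 (Pnpla3 and Mgme1) adjusted over the list alone, which is not independent evidence since the study chose the list on these samples.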

Lastly, the contralateral cortex yielded upregulation of *Slc47a1* in PTE+ astrocytes compared to PTE−. *Slc47a1* is a gene which encodes the MATE1 protein, a toxin extrusion transporter^56^. Increased expression here may be related to maintaining CNS homeostasis and BBB interactions^57^. Furthermore, activation of the *Spink1* general cancer pathway, as indicated by IPA analysis, is notable, as *Spink1* increases cell proliferation via *Pi3k* and *Akt*^58^. *Pi3k* and *Akt* have been previously noted for their involvement in both TBI and seizures^59,60^. IL-15, whose production was also activated, has not yet been studied in the context of PTE. A pro-inflammatory cytokine whose involvement spans homeostasis and immune response intensity, IL-15 has been studied in stroke models, where it has been found to facilitate crosstalk between astrocytes and microglia, and astrocytic IL-15 in particular potentially causes exacerbated tissue damage and gliosis^61,62^. IL-15 has also recently emerged as a biomarker for prognosis after TBI^63^.

This work presents several potential targets for future studies related to the vital role that astrocytes play in the progression of epileptogenesis following TBI. While bulk and single-cell RNA sequencing of genes involved in TBI has been an intense recent focus^64–66^, the current study reveals novel changes in cortical astrocytes that may be useful for future comparative studies or therapeutic discovery. Further work is needed to determine the interplay between region-specific astrocytes and single-cell analysis of astrocyte subtypes in the development of recurrent generalized seizures in the brain as a consequence of trauma.

## Methods

### Animals

All mice were CD1 males purchased from Charles River. Mice were housed in an AAALAC-accredited facility under 12 h:12 h light/dark cycle, with food and water ad libitum. For EEG/video recording, animals were house individually in 12.5″ × 12.5″ × 15.5″ polycarbonate cages (AAA Plastic Products, Birmingham, AL, USA) with corncob bedding and nesting material. All experiments were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals, and with the approval of the Virginia Tech Institutional Animal Care and Use Committee (IACUC; #17-138). Animal work was conducted in accordance with ARRIVE guidelines.

### Controlled Cortical Impact (CCI)

CCI was performed as described previously^67,68^. Succinctly, anesthesia and analgesia were administered before surgery via subcutaneous injection of ketamine (100 mg/kg), xylazine (10 mg/kg), and buprenorphine SR (0.5 mg/kg). Hair on the scalp was removed, and the mice were securely positioned in a stereotaxic frame. Body temperature was kept constant at 37 °C using a homeothermic blanket system (Harvard apparatus, Lewes, DE, USA). A craniectomy of Φ = 4 mm was drilled over the right parietal bone (− 2.5 mm A/P and 2.0 mm lateral from bregma). Brain injury was induced at the craniectomy center using a Φ = 3 mm flat tip connected to an eCCI-6.3 device (Custom Design & Fabrication, LLC, Petersburg, VA, USA) at a velocity of 5.0 m/s, with a 250 ms impact duration and a depth of 2.5 mm. Two severely injured mice (2.5 mm depth) died unexpectedly during the study and were excluded. Kwik-Sil (WPI, Sarasota, FL, USA) was applied over the craniectomy site, and the incision was closed with 4.0 PDO sutures (AD surgical, Sunnyvale, CA, USA).

### EEG implantation

Electrodes were surgically placed into the subjects at 60 days following CCI injury, baed on our well-established protocol^69^, and were left in place for 60 days during EEG monitoring. We utilized a stereotaxic micromotor drill (Stoelting) with a 0.7 mm carbon steel burr drill bit (FST) to create two openings in the skull for the placement of reference electrodes at coordinates (1.00 ML, 1.00 AP) and (− 1.00 ML, − 1.00 AP), along with a ground electrode at (− 1.00 ML, − 5.00 AP). Additionally, we partially drilled two more holes through the skull and secured screws as anchor points. Within 0.5 mm from the dura's surface, we implanted a platinum–iridium electrode with a diameter of 0.125 mm, coated in Teflon, obtained from Plastics One in Roanoke, VA, USA. To secure the electrode in place, we applied dental cement (Stoelting, Wooddale, IL, USA). Sham animals underwent craniectomy surgery and electrode implantation. The electrodes were connected to a commutator (Plastics One) using EEG cables (Plastics One) and subsequently linked to an amplifier (EEG100C, BioPac). The amplifier was set with a gain of 5000, a 100 Hz low-pass filter, a 0.5 Hz high-pass filter, and a 500 Hz sampling rate. BioPac's AcqKnowledge software, version 4.0, was employed for continuous EEG data recording over the course of two months. The identification and incidence of seizure development was reported previously^13^.

### Brain Tissue Preparation for Astrocyte Isolation and RNA Extraction

Isolation of cortical and hippocampal astrocytes was undertaken according to previous methods^70–72^. In brief, at 4 months post-injury, the animals had their electrodes removed, and the cortices and hippocampi from both the 15 CCI-injured mice (2.5 mm depth) and 5 shams were microdissected and separated in ice-cold ACSF (120 mM NaCl, 3.0 mM KCl, 2 mM MgCl, 0.2 mM CaCl, 26.2 mM NaHCO3, 11.1 mM glucose, 5.0 mM HEPES, 3 mM AP5, 3 mM CNQX) that was bubbled with 95% oxygen. The tissue was minced, subjected to dissociation for 15 to 30 min using the Worthington Papain Dissociation Kit, and subsequently triturated and filtered through a 70 µM filter until a single-cell suspension was obtained. Astrocytes were isolated utilizing Miltenyi Biotec’s ACSA-2+ MicroBead kit and then placed on RNAlater (Thermo Fisher Scientific).

### RNA Extraction and Sequencing Analysis

RNA isolation was executed on isolated astrocytes from the brain^70,71^. Subsequently, RNA sequencing was carried out by MedGenome (Foster City, California). Libraries were assembled via the Takara SMART-Seq V4 ultralow-input RNA kit. Sequencing was accomplished using a NovaSeq instrument (Illumina, San Diego CA, USA). Paired-end reads of 2 × 100 bp sequencing runs were generated, with an average of 55 million reads per sample. Trim Galore (v0.6.4) was used to trim bases with quality scores below 30, as well as adapters, from the raw sequencing reads. After this trimming step, only reads exceeding 30 bp in length were mapped to the mm10 reference genome using RSEM (v1.2.28) with bowtie2 (v2.4.1), achieving an average mapping efficiency of 84.2%. For the identification of differentially expressed genes, raw counts were employed using DESeq2 (v1.36.0). Specifically, genes meeting the criteria of having an average TPM greater than 5 in at least one group, a *p* value less than 0.05, and at least a 1.2-fold change were considered as differentially expressed genes. To gain insights into the functional significance of these genes, GO enrichment analysis was conducted using the R package clusterProfiler (v4.4.4) along with org.Mm.eg.db (v3.15.0). The top 10 most significant biological process (BP) terms were selected to generate GO circle plots with the R package GOplot (v1.0.2). GEO accession: #GSE248371. Additionally, an Ingenuity Pathway Analysis (IPA) was performed using Qiagen IPA (v22.0.2.) to further explore the biological pathways and networks related to the differentially expressed genes. All RNA extraction and sequencing analyses were performed on the same mice that received 24/7 EEG evaluation. Included in the analysis were four PTE+ contralateral samples, nine PTE− contralateral samples, four PTE+ ipsilateral samples, and ten PTE− ipsilateral samples. One PTE+ animal was excluded due to a low correlation value, and one PTE− animal was excluded due to a lack of sequencing data.

### Brain tissue preparation, sectioning and staining

Tissue handling procedures were carried out following established protocols as previously outlined^73^. In brief, the mice were humanely euthanized using isoflurane, followed by transcardial perfusion with 1X PBS, and subsequently with 4% paraformaldehyde (PFA). The brains were then immersed in 4% PFA at 4 °C overnight. After this fixation step, the brains underwent cryopreservation and were embedded in an optimal cutting temperature compound (OCT; Fisher Scientific, Waltham, MA, USA), after which they were stored at − 80 °C. Using a CryoStar Cryostat NX70 instrument (Thermo Fisher Scientific, Highpoint, NS, USA), five consecutive coronal sections, each measuring 30 μm in thickness and spaced 450 μm apart, were prepared and mounted on pre-coated, charged slides. Coronal serial sections were initially fixed using 10% buffered formalin, followed by three washes in 1 × PBS. Subsequently, they were blocked with a solution consisting of 2% cold-water fish gelatin (Sigma Aldrich, Inc., St. Louis, MO, USA) and 0.2% Triton. These sections were then subjected to an overnight incubation at 4 °C in the block buffer, along with primary antibodies. The primary antibodies used included Anti-Cst3 (R&D, # AF1238-SP), and Anti-GFAP (Cell Signaling, #12380). Following the antibody incubation, the slides underwent a series of PBS washes (3 times) before being exposed to secondary antibodies. Finally, the slides were mounted in a medium containing DAPI (SouthernBiotech, Birmingham, AL, USA). Images were captured using a Nikon ECLIPSE Ti2 inverted confocal microscope equipped with a motorized stage and a Nikon C2 laser system.

### Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated during the current study are available in the NCBI GEO repository, GEO accession: #GSE248371. For reviewer access: kpcpcsqipnyjrux.

## Abbreviations

PTE: Post-traumatic epilepsy
TBI: Traumatic brain injury
CCI: Controlled cortical impact
DEG: Differentially expressed genes

# Supplementary material for: Transcriptomic alterations in cortical astrocytes following the development of post-traumatic epilepsy
**Source:** Sci Rep. 2024 Apr 10;14:8367. doi: 10.1038/s41598-024-58904-z
**Supplement:** Supplementary file 1 — Supplementary Information.

**
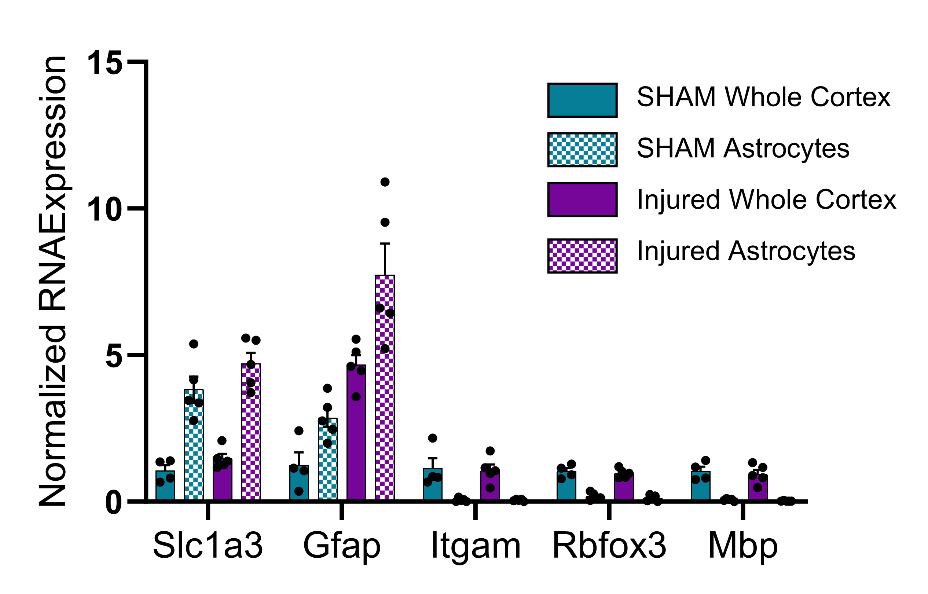
**

**Supplemental Figure 1. Enrichment of astrocyte-specific gene in isolated astrocytes from cortex at 4 months post-injury.** qPCR was performed on astrocytes isolated from the injured cortex and compared to whole cortex showing enrichment. Astrocytes show higher transcript levels of *Slc1a3, Gfap* and reduced *Itgam*, *Rbfox3* and *Mbp*. Genes were compared to *Gapdh* and normalized to sham whole cortex.

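The supplementary figure compares isolated astrocytes with whole cortex by quantitative PCR, which measures each transcript by the number of amplification cycles it needs to reach a set signal. The housekeeping transcript Gapdh serves as the reference within each sample, and values are then given relative to whole cortex of sham mice. Slc1a3 and Gfap are transcripts of astrocytes, Itgam of microglia, Rbfox3 of neurons and Mbp of oligodendrocytes, so that enrichment appears as a rise of the first pair and a fall of the others. The PCR values were not analysed here.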

How the deposited data were processed for this re-analysis (not part of the article)

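RNA sequencing of cortical astrocytes was compared between sham, PTE− and PTE+ mice in the ipsilateral cortex (5, 10 and 4 libraries) and the contralateral cortex (5, 9 and 4 libraries) at 4 months after surgery. The authors isolated the cells with ACSA-2 MicroBeads, prepared libraries with SMART-Seq v4, trimmed the reads with Trim Galore, mapped them to mm10 with bowtie2 and deposited TPM per Ensembl gene as RSEM estimated them, in 1 table per hemisphere. The authors' own comparisons used DESeq2 on raw counts, with TPM as a filter on expression. The paper states that 1 PTE+ animal was left out for low correlation and 1 PTE− animal for lack of data. Here all 5 PTE+ and 10 PTE− mice have at least 1 library. PTE+ mouse 8_17 has only a contralateral library, and PTE+ mouse 9_19 and PTE− mouse 9_14 have only an ipsilateral one. The PTE+ mice thus differ in part between hemispheres. All columns of per-library values were used. The release of the gene annotation used by RSEM is not stated. Positions and symbols were taken from GENCODE vM21 on GRCm38, which gave a symbol to 21856 identifiers and none to 119. The paper names the strain CD1 and the sample labels CD31.

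TPM keep no sequencing depth, so depth per library is unknown, counting error could not be separated from other spread, and the count test of the authors was not repeated. In its place log2(TPM + 1) was compared with limma (version 3.58.1 in R 4.3.3), with a trend of the variance on expression. Genes with a mean above 5 TPM in at least 1 of the groups compared were tested. A DEG had an unadjusted p under 0.05 and a fold change of at least 1.2, the thresholds of the paper, and counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside them. A log2 fold change is the difference of group means of log2(TPM + 1), and understates the change of genes with low TPM. Single genes and list scores were tested by two-sided exact permutation over all 11628, 1001, 8568 and 715 splits of the libraries of the 4 comparisons, with smallest possible p-values of 8.6e-05, 0.000999, 0.000117 and 0.0014. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and figures.

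The comparisons, the thresholds, the alternatives except those named as added, and the gene lists were set before the data were examined. The genes named singly are those the paper names in its text or Figures 1 to 4, the genes of the lists, and in each comparison the 5 DEGs with the largest positive and the 5 with the largest negative log2 fold change. A list score is the mean log2(TPM + 1) over the genes of the list with a mean above 1 TPM. The 19 lists, adjusted together within a comparison, included microglia, oligodendrocyte, endothelial, and meningeal and fibroblast markers, immediate early genes, heat shock genes and RNA splicing factors. For the 14 genes shown in both kinds of figure, the paper's fold changes in Fig. 3B and 3E equal the exponential of its log2 fold changes. The latter were taken from Fig. 1G and 2G, and for Ubr2 from Fig. 4E. Distances were at most 0.04 on the natural log scale and at least 0.23 on the log2 scale. Values here were therefore put on the exponential scale for the comparison with Fig. 3. The exponential of a log2 fold change is larger in size than the fold change itself, so values on this scale are not plain fold changes. If the bars of Fig. 1G and 2G are log2 values as labelled, the fold changes of Fig. 3B and 3E overstate the change.

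The alternatives were a pseudocount of 0.1, no filter on TPM, a filter at 1 TPM, quantile normalization, centring of each library on its median, array weights, a fit of all 3 groups, the prefix of the mouse name as a covariate, no fold threshold or one of 1.5, and leaving out each PTE+ or sham mouse in turn. For single genes the log2 ratio of group mean TPM was added, and for lists the scoring of all listed genes. Leaving out the ipsilateral library of PTE− mouse 9_14 was added after seeing the data, and so was leaving out single mice in the test of the difference between hemispheres.

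The mice with both hemispheres (3 PTE+, 9 PTE− and 5 sham) give paired libraries, since the sample labels carry the name of the mouse. Over 10065 genes the deviations of the 2 hemispheres of a mouse from their group means had a median correlation of 0.43 (0.008 to 0.704, above 0.1 in 16 of 17 mice), against −0.107 over 98 pairs of different mice of 1 group. The difference of the PTE+ effect between hemispheres was therefore also tested with the mouse as a block. Each comparison of groups was repeated on 100 splits of its libraries drawn at random with the real one included, out of 11628, 1001, 8568 and 715, and those over both hemispheres on 100 of 440 splits of the mice. Counts of DEGs were also repeated on 100 splits balanced for the prefix of the mouse name.

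The fits were tested on simulated data, in which 196 to 200 of the tested genes were changed, in normal values with the observed mean and spread of each gene. Of the genes changed by a fold of 2, 84.2%, 76.5%, 95% and 94.4% were called in the 4 comparisons, in the right direction in 100% of calls, and 4.85% to 5.45% of unchanged genes had an unadjusted p under 0.05. At an adjusted p, 59.2%, 36.5%, 85% and 73.7% of the same changed genes were called. The simulated genes were drawn independently, without shifts of whole libraries or extreme single mice. In the real fits 1.87%, 0.6%, 4.47% and 2.91% of tested genes had an unadjusted p under 0.05 (limma). The simulated shares therefore do not give the power in the real libraries, and 0 genes at an adjusted p do not show that such changes are absent. Gene ontology enrichment and Ingenuity pathway analysis were not repeated, and quantitative PCR, EEG and microscopy were not analysed here. A gene of the paper's figures is not reported here.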

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

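The 19 list scores, 5 measures of each library and the genes the paper places among the first 5 of a comparison were screened, in groups of 4 to 10 libraries, for 1 library far from the others of its group. The genes were screened in sham mice for the injury and in PTE+ and PTE− mice for the outcome, and other named genes were not screened. The screen marks about 1 in 20 groups by chance, which is 10.2 of the 204 groups examined, and it marked 18. These were 5 of 30 library measures (1.5 expected), 5 of 114 list scores (5.7 expected) and 8 of 60 genes (3 expected). The tests of whether Tmem14c, Gm10320, Fos and Pam are shared within a mouse were chosen only after the result was seen.

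The ipsilateral library of PTE− mouse 9_14 stood apart in 7 of these, being lowest in each. It had 10727 genes above 0 TPM (other PTE− libraries 15599 to 18319), a median of 0 TPM (2.84 to 4.02) and a median Spearman correlation with the other libraries of 0.748 (0.928 to 0.95). Its score was 1.316 for microglia markers (3.184 to 4.875), 1.952 for oligodendrocyte markers (3.64 to 4.896) and 2.085 for those the paper does not name (3.571 to 4.298), and it had 0 TPM of Gm10197 (11.0 to 74.8). The missing genes enter these scores, so the scores are not independent of them, and Gm10197 was also at 0 TPM in the ipsilateral libraries of PTE+ mice 8_10 and 9_19. Among genes detected in all other ipsilateral libraries, the share at 0 fell from 38.53% at a mean of 5 to 10 TPM through 25.35%, 11.38% and 2.84% to 0.35% above 100 TPM. The 6 of 1703 genes above 100 TPM at 0 (Aamdc, Cnih2, Fuom, Gng13, Mobp and Rapgef4) argue against a loss limited to weakly expressed genes, since Aamdc had at least 120 TPM and Fuom at least 79.5 TPM in every other ipsilateral library. A shallow library or a small amount of RNA, with strong loss of weak transcripts, may still account for most of the pattern, and sequencing depth was not in the TPM values. RNA of another cell type was weighed as well. Its astrocyte score was 9.324 (other ipsilateral PTE− libraries 9.363 to 9.878), its erythrocyte score 8.326 (at most 8.067) and its metallothionein score 8.898 (at most 8.312), while microglia, neuron and oligodendrocyte scores were lower. Its astrocyte score was not below all libraries, since the ipsilateral libraries of sham mice 8_15 and 8_16 had 9.244 and 9.218. Its erythrocyte score was not beyond all libraries either, since the ipsilateral library of sham mouse 9_10 had 9.939. The missing genes bias every score, so another cell type and RNA loss cannot be told apart from this library alone. As the other 9 PTE− libraries of the same design lack the pattern, no biological explanation was tested.

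The contralateral library of PTE+ mouse 9_17 had the highest median of its group, 5.04 TPM (2.83 to 3.12), which shifts many genes together. Median centring, which removes such a shift, left 41.0% of contralateral PTE+ DEGs higher, against 69.8% before, and without this mouse 60 DEGs were higher and 141 lower. Centring moves this share by construction, so that the scale of the library and a true difference of this mouse cannot be told apart. The ipsilateral library of PTE+ mouse 8_10 had the highest mitochondrial share, 6.66% of TPM (4.35 to 4.73), within the 1.8 to 11.36 found over the remaining libraries of both hemispheres, and 5.42 TPM of Hspa1a (4.09 to 4.26), a small distance beside the PTE− mean of 20.4 TPM. For these 2 values no explanation was tested.

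The ipsilateral library of sham mouse 9_11 had the highest scores of its group for RNA splicing factors, 6.862 (6.216 to 6.349), and for male Y genes, 4.943 (4.131 to 4.242). With this library included, the splicing factors differed by 0.0 between ipsilateral injured and sham mice (exact permutation p = 0.983). In the contralateral cortex, leaving out the same mouse gave −0.155 against −0.236 for this list. A preparation that kept more nuclear or less cytosolic RNA could raise both lists, but no test of this was made, and no biological explanation was tested.

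Tmem14c set sham mouse 9_10 apart in both hemispheres, with 61.7 TPM (2.18 to 4.93) ipsilaterally and 49.3 TPM (2.98 to 5.12) contralaterally. A swap of a single library is argued against by the same level in both. Reads exchanged with the paralog Tmem14a are argued against, since Tmem14a ranged over 39.9 TPM in contralateral libraries and Tmem14c over 166 TPM. In ipsilateral libraries Tmem14a ranged over 106 TPM, or 42.5 without PTE− mouse 9_14. The hemispheres of a mouse shared the level of Tmem14c more than re-paired mice of the same group did (one-sided permutation p = 2e-05). This is what an inherited variant of outbred mice would give, and a candidate explanation is that the groups differ by chance in its carriers. A mislabelled mouse remains open, as does an effect of injury on top, and neither was tested.

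Ahcy in the ipsilateral library of sham mouse 8_16 was 6.11 TPM (0.08 to 0.34). Its contralateral library had 7.2 TPM of Ahcy (0.58 to 1.14 in the other sham mice), which argues against an error in 1 library. Injured mice ranged from 0.28 to 24.7 TPM ipsilaterally, and without this mouse the log2 fold change of Ahcy was 2.26. Gm10197 was 0 TPM in the contralateral library of PTE− mouse 8_14 (10.5 to 55.9). Gm10217 was 0 TPM in the contralateral library of PTE− mouse 8_9 (8.86 to 73.2) and 4.29 TPM in that of PTE+ mouse 9_18 (0 in the other PTE+ mice). Values that are either 0 or well above 0 could come from a variant that stops reads from mapping, or from a failed estimate of a transcript with few unique reads. The hemispheres of a mouse did not share the level of Gm10197 (mean log2 difference 1.75, against 1.85 for re-paired mice, permutation p = 0.336), which argues against an inherited variant for it, while for Gm10320, another transcript without a canonical name, they did (0.29 against 1.59, one-sided permutation p = 0.00051). Gm10217 and Ahcy were not tested this way.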

How the results depend on the processing

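The splits of libraries for counts at an adjusted p in the 4 comparisons, and those balanced for the prefix of the mouse name, were chosen as tests only after the result was seen. TPM keep no depth, so its effect was not computed. In every setting below that changes a count, the cause was not tested, except where fewer genes or fewer libraries enter by construction.

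Counts of DEGs moved more than 1.5-fold as follows, from 169 and 60 (CCI and PTE+ comparison, ipsilateral) and 428 and 291 (contralateral). Without a filter on TPM, when more genes are tested, they were 379, 171, 682 and 458, and with a filter at 1 TPM the first was 273. Quantile normalization gave 318 and 135 ipsilaterally. Array weights gave 843, 441 and 828, all but the contralateral injury comparison. A fold change of at least 1.5 left 89, 32, 70 and 118. Without the library of PTE− mouse 9_14, chosen after seeing the data, they were 399 and 197. Leaving out 1 mouse at a time gave ranges of 138 (without sham 8_16) to 415 (without sham 9_11), 23 (without PTE+ 9_17) to 121 (without PTE+ 8_10), 231 (without sham 9_11) to 883 (without sham 9_9), and 201 (without PTE+ 9_17) to 489 (without PTE+ 9_18). With a pseudocount of 0.1, median centring, the fit of all 3 groups, the prefix as a covariate or no fold threshold every count stayed within 1.5-fold. The direction of most DEGs followed the scaling. In the PTE+ comparison the share of higher DEGs was 56.7% ipsilaterally (33.3% after quantile normalization, 28% after median centring) and 69.8% contralaterally (32.4% and 41%). In contralateral injury it was 13.3% (56.5% and 62.2%), and in ipsilateral injury 76.3% (63.2% and 65%).

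No gene passed an adjusted p of 0.05 in any comparison, while 195, 63, 472 and 303 had an unadjusted p under 0.05. The exceptions among the alternatives were ipsilateral, with 1 gene after injury under array weights (smallest adjusted p 0.00753), 2 genes after injury without PTE− mouse 9_14 (0.0212) and 1 gene in the PTE+ comparison without a filter on TPM (0.0198). In contralateral comparisons the smallest adjusted p over all settings was 0.138 for injury (without sham mouse 9_10) and 0.0911 for PTE+ (array weights).

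Other splits of the same libraries gave as many DEGs in 55 of 100 splits for ipsilateral injury (median over splits 210.5), 89 for ipsilateral PTE+ (194), 42 for contralateral injury (347.5) and 68 for contralateral PTE+ (404). For the counts of 0 genes at an adjusted p this decides nothing, since each of the 100 splits gives at least 0, and 4, 2, 5 and 7 of the splits gave 1 gene or more. Without PTE− mouse 9_14 the numbers were 38 and 73 splits for DEGs and 1 split, the real one, for the 2 genes at an adjusted p after injury. Within a group, mice of prefix 8 and 9 differed by more DEGs than the conditions did, with 1520 in ipsilateral PTE−, 645 in ipsilateral sham, 987 in contralateral PTE− and 1730 in contralateral sham mice (0 at an adjusted p, 14.67%, 6.12%, 9.58% and 15.88% of genes at an unadjusted p under 0.05), and what the prefix stands for is not known. No splits within a group were drawn for the prefix, and single splits of the 4 comparisons, in larger groups, reached 2067 to 3286 DEGs. The counts by prefix are therefore not shown to exceed random grouping. With the prefix as a covariate the counts of the comparisons were 198, 69, 440 and 329. Over 100 splits that keep the number of each prefix in each group, as many DEGs arose in 45 (median 137), 85 (175.5), 45 (325) and 62 (346) splits, and without PTE− mouse 9_14 in 12 (228.5) and 72 (282), with 1 split for the 2 genes at an adjusted p. Numbers of DEGs as observed are in line with random grouping in either kind of split, and those 2 genes are the exception. Counts over both lists or both hemispheres were not repeated with balanced splits.

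The overlap of the injury and PTE+ lists moved ipsilaterally from 5 to 12 without a filter, 8 at 1 TPM, 10 with quantile normalization, 31 with array weights and 18 without PTE− mouse 9_14, and ranged from 0 (without PTE+ 9_17) to 9 (without sham 9_9) over single mice. Contralaterally it moved from 8 to 33 with array weights and ranged from 5 (without sham 9_11) to 13 (without sham 8_15). As many shared genes arose in 57 and 71 of 100 splits. Genes lower in both hemispheres moved from 2 to 13 with quantile normalization, 6 with median centring, 19 with array weights and 6 without PTE− mouse 9_14, and ranged from 0 (without 9_17) to 3 (without 9_18), with as many in 96 of 100 splits. Genes higher in both moved from 8 to 16 without a filter, 5 with quantile normalization, 2 with median centring, 29 with array weights and 17 without PTE− mouse 9_14, and ranged from 0 (without 9_17) to 9 (without 9_19), with as many in 62 of 100 splits.

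The PTE+ effect differed between hemispheres for 0 genes at an adjusted p in every setting, the paired fits with the mouse as a block included (0 genes), a count that every one of the 100 splits reaches and that they therefore do not test. At an unadjusted p under 0.05 there were 9 genes, as many or more in 98 of 100 splits of the mice, and 308 or 228 in the paired fits, Slc47a1 among the former (p = 0.0945 without and 0.00141 with the fixed block, limma). At an adjusted p the block changed no call.

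Of 1223 values of 96 changes of named genes under the alternatives, 1025 kept direction and call, 129 lost the call, 40 gained it, 24 log2 ratios of mean TPM moved by more than the spread, and 5 reversed. Reversals were Gm10800 in contralateral injury, from −0.93 to 1.03 as a log2 ratio of mean TPM and to 0.11 without sham mouse 9_10 (range −1.62 to 0.11 over single mice), Mt1 in contralateral PTE+ with array weights (0.009), and Asap1 in contralateral PTE+ with array weights (−0.01) and without 9_17 (range −0.043 to 0.147). Named genes called as DEGs numbered 9 and 19 ipsilaterally (3 to 9 and 9 to 14 over single mice, the lowest without sham 8_16 and PTE+ 9_17) and 6 and 36 contralaterally (2 to 8 and 15 to 40, the lowest without the same mice). Leaving out single mice accounted for 86 of the lost and 18 of the gained calls, and the pseudocount for 11 lost and 0 gained. Fewer mice lower the power of the test, so not every call lost this way shows dependence on the mouse left out. Leaving out a mouse put Slc47a1, Prg4, Timp1, Tmem125 and Ccl4 below the filter on TPM in 1 or more fits, so that no call was made there.

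Of 76 list scores 3 had an exact permutation p under 0.05 and 0 an adjusted p under 0.05, and the smallest adjusted p over all alternatives was 0.0807. The microglia score in ipsilateral PTE+ (−0.17) ranged from −0.354 (without 8_10) to 0.019 (without 9_19) over single PTE+ mice, the last a reversal, and was −0.422 with quantile normalization and −0.475 without PTE− mouse 9_14. The 66 scores whose alternatives are not given singly in the text ranged from −0.9 to 0.65, with 59 sign changes among 598 values, none in a score above 0.37 in size. Of these, male Y genes in contralateral injury had an exact permutation p of 0.0293 (−0.34, adjusted p 0.373).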

Differences from the paper's values

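The paper's counts and values compared here come from a test on raw counts, and the values here from TPM. Of 13 counts 9 differed from the paper's, of 54 log2 fold changes 24 and of the 38 fold changes of Fig. 3 compared 16. The log2 ratio of group mean TPM closed 19 of these 24 and 15 of these 16. Most differences in fold change thus went away with another measure of the same values. The main measure, a difference of mean log2(TPM + 1), understates the change of genes with low TPM. Alternatives set before the data were examined are named where they close a difference, and those not named left it open. A fold threshold of 1.5 was compared for total counts only, not for counts by direction or of shared genes. A count was taken to differ by more than 1.5-fold, and a log2 fold change by more than its standard error under the same setting (for the ratio of group means, that of the main comparison), so a setting with a larger standard error can close a difference without moving the value.

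The paper gives 106 DEGs for PTE+ against PTE− mice ipsilaterally and 60 were found here; a filter at 1 TPM (89), quantile normalization (135) and leaving out PTE+ mouse 8_10 (121) closed the difference. For the contralateral comparison the paper gives 457 and 291 were found here; no filter (458), a filter at 1 TPM (396), quantile normalization (386), median centring (361), the prefix as a covariate (329) and leaving out PTE+ mouse 8_17 (435) or 9_18 (489) closed it. For genes shared by both ipsilateral comparisons the paper gives 11 and 5 were found here; no filter (12), a filter at 1 TPM (8), quantile normalization (10) and leaving out sham mouse 9_9 (9) closed it. The paper's lower genes in contralateral PTE+ mice number 217, against 88 here, and quantile normalization (261) and median centring (213) closed this. Its lower ipsilateral genes number 84, against 26 here, and quantile normalization (90), array weights (111) and leaving out PTE− mouse 9_14 (69), the last chosen after seeing the values, closed this. Its higher ipsilateral genes number 22, against 34 here, and none of the alternatives counted by direction closed this. The paper gives 12 genes lower in both hemispheres, against 2 here, closed by quantile normalization (13). It gives 5 genes higher in both, against 8 here, closed by a pseudocount of 0.1 (7), quantile normalization (5), the fit of all 3 groups (6) and leaving out PTE+ mouse 8_10 (7), 8_17 (7) or 9_18 (4). It gives 17 genes changed the same way in both, against 10 here, closed by no filter (18), quantile normalization (18), the prefix as a covariate (12) and leaving out PTE− mouse 9_14 (23), the last chosen after seeing the values.

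The paper's log2 fold changes in Fig. 1E are for CCI against sham in the ipsilateral cortex. Cntf was about 2.8 in the paper's Fig. 1E, read by eye, and 2.19 here, closed by the ratio of group means (2.8), a pseudocount of 0.1 (2.84) and leaving out sham 9_9 (2.37). C3 was about 1.9 in the paper's Fig. 1E, read by eye, and 1.2 here, closed by the ratio of group means (1.88), a pseudocount of 0.1 (1.25), array weights (1.61), leaving out sham 8_16 (1.32), leaving out sham 9_10 (1.34) and leaving out sham 9_11 (1.27). Tmem125 was about −2.1 in the paper's Fig. 1E, read by eye, and −1.3 here, closed by the ratio of group means (−2.02), a pseudocount of 0.1 (−2.02) and leaving out sham 9_11 (−1.72). Hapln2 was about −2.2 in the paper's Fig. 1E, read by eye, and −1.43 here, closed by the ratio of group means (−2.19), a pseudocount of 0.1 (−1.79), array weights (−1.81) and leaving out sham 9_11 (−2.03). Opalin was about −2.3 in the paper's Fig. 1E, read by eye, and −1.23 here, closed by the ratio of group means (−2.18) and a pseudocount of 0.1 (−1.57). Mog was about −2.6 in the paper's Fig. 1E, read by eye, and −1.75 here, closed by the ratio of group means (−2.31), a pseudocount of 0.1 (−2.13) and leaving out sham 9_11 (−2.35).

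The paper's log2 fold changes in Fig. 1G are for PTE+ against PTE− mice in the ipsilateral cortex. Hspa1a was about −2.3 in the paper's Fig. 1G, read by eye, and −1.55 here, closed by the ratio of group means (−2.19), a pseudocount of 0.1 (−1.7) and quantile normalization (−1.75). Fos was about −2.4 in the paper's Fig. 1G, read by eye, and −1.78 here, closed by the ratio of group means (−2.23), median centring (−1.86), the fit of all 3 groups (−1.78), leaving out PTE+ 9_18 (−1.76) and leaving out PTE+ 9_19 (−2.01). Clca3a1 was about −3.0 in the paper's Fig. 1G, read by eye, and −1.46 here, closed by the ratio of group means (−2.95), a pseudocount of 0.1 (−1.55), leaving out PTE+ 9_17 (−1.84) and leaving out PTE+ 9_18 (−1.83). Ccl4 was about −4.2 in the paper's Fig. 1G, read by eye, and −1.37 here, closed by the ratio of group means (−3.93).

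The paper's log2 fold changes in Fig. 2E are for CCI against sham in the contralateral cortex. Rbm46 was about 0.75 in the paper's Fig. 2E, read by eye, and 0.49 here, closed by the ratio of group means (0.64), a pseudocount of 0.1 (0.6), quantile normalization (0.71), median centring (0.6), leaving out PTE+ 8_10 (0.5), leaving out PTE+ 8_17 (0.51), leaving out PTE+ 9_17 (0.54), leaving out PTE+ 9_18 (0.52), leaving out sham 9_11 (0.64) and leaving out sham 9_9 (0.57). Timp1 was about −2.4 in the paper's Fig. 2E, read by eye, and −0.94 here, closed by the ratio of group means (−2.36). Slc47a1 was about −2.5 in the paper's Fig. 2E, read by eye, and −1.37 here, closed by the ratio of group means (−2.52) and a pseudocount of 0.1 (−2.08). Prg4 was about −3.1 in the paper's Fig. 2E, read by eye, and −1.27 here, closed by the ratio of group means (−2.74). Lcn2 was about −4.9 in the paper's Fig. 2E, read by eye, and −1.67 here, closed by the ratio of group means (−4.88).

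The paper's log2 fold changes in Fig. 2G are for PTE+ against PTE− mice in the contralateral cortex. Slc47a1 was about 2.2 in the paper's Fig. 2G, read by eye, and 1.49 here, closed by the ratio of group means (2.19), a pseudocount of 0.1 (2.62) and leaving out PTE+ 9_18 (1.77). Vwf was about 1.3 in the paper's Fig. 2G, read by eye, and 0.54 here, closed by leaving out PTE+ 9_18 (0.97). Gm10197 was about −2.6 in the paper's Fig. 2G, read by eye, and −1.3 here, closed by a pseudocount of 0.1 (−1.79), leaving out PTE+ 8_17 (−2.1) and leaving out PTE+ 9_18 (−1.46). Gm20390 was about −3.7 in the paper's Fig. 2G, read by eye, and −2.44 here, closed by the ratio of group means (−3.5), a pseudocount of 0.1 (−3.23), array weights (−3.18), leaving out PTE+ 9_17 (−2.92) and leaving out PTE+ 9_18 (−2.7). Gm10217 was about −4.6 in the paper's Fig. 2G, read by eye, and −3.36 here, closed by the ratio of group means (−4.49), a pseudocount of 0.1 (−5.48) and leaving out PTE+ 9_18 (−3.96). Gm10320 was about −5.9 in the paper's Fig. 2G, read by eye, and −1.36 here, closed by the ratio of group means (−5.46).

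The paper's log2 fold changes in Fig. 4E are for PTE+ against PTE− mice in the ipsilateral cortex. Mt3 was about −0.65 in the paper's Fig. 4E, read by eye, and −0.27 here, and no alternative closed this. Ndufa6 was about −0.45 in the paper's Fig. 4E, read by eye, and −0.19 here, and no alternative closed this. Gnptg was about −0.35 in the paper's Fig. 4E, read by eye, and −0.21 here, closed by median centring (−0.29) and leaving out PTE+ 9_19 (−0.26).

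The paper's fold changes in Fig. 3B are for PTE+ against PTE− mice in the ipsilateral cortex. Values here are given on the same scale, the exponential of the log2 fold change. This scale exceeds the fold change itself, so the values serve only for the comparison with the figure. Ccl4 was about −66 in the paper's Fig. 3B, read by eye, and −3.95 (log2 fold change −1.37) here, closed by the ratio of group means (−50.91). Clca3a1 was about −20 in the paper's Fig. 3B, read by eye, and −4.3 (log2 fold change −1.46) here, closed by the ratio of group means (−19.11), a pseudocount of 0.1 (−4.72), leaving out PTE+ 9_17 (−6.32) and leaving out PTE+ 9_18 (−6.25). Fos was about −11 in the paper's Fig. 3B, read by eye, and −5.93 (log2 fold change −1.78) here, closed by the ratio of group means (−9.3), median centring (−6.41), the fit of all 3 groups (−5.93), leaving out PTE+ 9_18 (−5.82) and leaving out PTE+ 9_19 (−7.49). Hspa1a was about −9.7 in the paper's Fig. 3B, read by eye, and −4.72 (log2 fold change −1.55) here, closed by the ratio of group means (−8.94), a pseudocount of 0.1 (−5.47), quantile normalization (−5.73), the fit of all 3 groups (−4.72) and leaving out PTE+ 8_10 (−5.11). Hspa1b was about −8.9 in the paper's Fig. 3B, read by eye, and −4.61 (log2 fold change −1.53) here, closed by the ratio of group means (−8.0), a pseudocount of 0.1 (−5.01), quantile normalization (−5.93), the fit of all 3 groups (−4.61) and leaving out PTE+ 9_17 (−4.97). Qpct was about −5.5 in the paper's Fig. 3B, read by eye, and −2.08 (log2 fold change −0.73) here, closed by the ratio of group means (−4.85), quantile normalization (−2.45), the prefix as a covariate (−2.39), leaving out PTE+ 9_17 (−2.69) and leaving out PTE+ 9_18 (−2.5). Creb3l4 was about −5.2 in the paper's Fig. 3B, read by eye, and −2.49 (log2 fold change −0.91) here, closed by the ratio of group means (−4.85), a pseudocount of 0.1 (−3.53), leaving out PTE+ 8_10 (−2.71) and leaving out PTE+ 9_18 (−3.43). Prr29 was about −4.6 in the paper's Fig. 3B, read by eye, and −2.97 (log2 fold change −1.09) here, closed by the ratio of group means (−4.1), a pseudocount of 0.1 (−4.24), quantile normalization (−3.26), median centring (−3.22), leaving out PTE+ 8_10 (−3.75) and leaving out PTE+ 9_19 (−3.5).

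The paper's fold changes in Fig. 3E are for PTE+ against PTE− mice in the contralateral cortex. Values here are given on the same scale, the exponential of the log2 fold change, which again exceeds the fold change itself. Sgpp2 was about 3.8 in the paper's Fig. 3E, read by eye, and 2.59 (log2 fold change 0.95) here, closed by the ratio of group means (4.1), a pseudocount of 0.1 (3.07), array weights (3.1), leaving out PTE+ 8_17 (2.63) and leaving out PTE+ 9_18 (4.15). Vwf was about 3.6 in the paper's Fig. 3E, read by eye, and 1.72 (log2 fold change 0.54) here, closed by leaving out PTE+ 9_18 (2.64). She was about 3.5 in the paper's Fig. 3E, read by eye, and 2.23 (log2 fold change 0.80) here, closed by the ratio of group means (3.78), a pseudocount of 0.1 (2.76), leaving out PTE+ 8_17 (2.47) and leaving out PTE+ 9_18 (2.89). Gm10320 was about −350 in the paper's Fig. 3E, read by eye, and −3.91 (log2 fold change −1.36) here, closed by the ratio of group means (−235.1). Alpk2 was about −4.8 in the paper's Fig. 3E, read by eye, and −2.57 (log2 fold change −0.95) here, closed by the ratio of group means (−3.74). Rep15 was about −4.5 in the paper's Fig. 3E, read by eye, and −2.26 (log2 fold change −0.82) here, closed by the ratio of group means (−4.1), a pseudocount of 0.1 (−2.62), quantile normalization (−2.86) and leaving out PTE+ 9_17 (−2.59). Myoc was about −4.2 in the paper's Fig. 3E, read by eye, and −2.48 (log2 fold change −0.91) here, closed by the ratio of group means (−4.1), a pseudocount of 0.1 (−2.88), quantile normalization (−3.04), median centring (−2.63), array weights (−3.3), leaving out PTE+ 9_17 (−2.79) and leaving out PTE+ 9_18 (−2.93). Rab42 was about −2.7 in the paper's Fig. 3E, read by eye, and −1.99 (log2 fold change −0.69) here, closed by the ratio of group means (−2.36), a pseudocount of 0.1 (−2.19), quantile normalization (−2.34) and leaving out PTE+ 8_10 (−2.12).

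In direction, no gene the paper names for a comparison differed here, which is not independent evidence since these genes were picked on the same libraries. In calls, C3 was not a DEG in ipsilateral injury but was with quantile normalization, array weights and without PTE− mouse 9_14 (chosen after seeing the values). Of the genes the paper gives as changed in ipsilateral PTE+ mice, 29 were not DEGs here, and 18 of them under no setting, among them those its text names as Gm14296, Gli3, Clca3a1, Ccl4, Mt3, Id4, Tor1aip1 and Asap1. The others were DEGs with array weights (Jun, Zfp36, Ncoa6, Baz2a and Ubr2), with quantile normalization (Zfp36 and Macrod1), with median centring (Ndufa6 and Gnptg), with no filter (Baz2a), without PTE+ mouse 9_19 (Cebpb and Macrod1), without 9_18 (Cst3), without 8_10 (Crip1 and Baz2a) or without PTE− mouse 9_14 (Baz2a, chosen after seeing the values).

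In contralateral injury 4 genes of the paper were not DEGs here. Gm10800 was one under no setting, Tmem14c without sham mouse 9_10, Timp1 without sham mouse 9_11 or 9_9, and Rbm46 with a filter at 1 TPM, quantile normalization, median centring, the fit of all 3 groups, or without PTE+ mouse 9_17 or sham mouse 9_11 or 9_9. In contralateral PTE+ mice 25 genes were not DEGs, 10 of them under no setting (Gm10801, Gm10197, Gm10320, Mt1, Fos, Mt3, Mgst1, Ndufa6, Cst3 and Asap1). Quantile normalization made DEGs of Idh1, Col4a2, Alpk2, Rep15, Myoc, Macrod1, Gnptg and Id4, and median centring of Sox9, Idh1, Col4a2, Eln, Alpk2, Macrod1, Gnptg and Id4. Array weights did so for Sox9, Idh1, Eln, Bmx, Alpk2, Rep15, Myoc, Macrod1 and Gnptg, a filter at 1 TPM for Eln, Bmx and Alpk2, a pseudocount of 0.1 for Alpk2, the fit of all 3 groups for Eln and Alpk2, and the prefix as a covariate for Sox9. Leaving out PTE+ mouse 9_18 did so for Vwf, Col4a2, Eln, Fn1, Bmx, Macrod1 and Ubr2, mouse 8_17 for Col4a2, Bmx, Gnptg and Pam, mouse 9_17 for Sox9 and Gnptg, and mouse 8_10 for Id4 and Ubr2.

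In ranking, the paper's first 5 ipsilateral genes higher in PTE+ mice are Pam, Pfas, Gm14296, Ttyh2 and Gli3, and here Pnpla3 (1.25) stood above Pam (1.19), followed by Gm14403 (1.12), Jag2 (1.06) and Gm14410 (0.80). Its lowest ipsilateral genes include Clca3a1 and Ccl4, and among the DEGs here Hspa1b (−1.53) and Tuba1c (−1.45) took these places. Clca3a1 (−1.46) was not ranked because it was not a DEG. In ipsilateral injury 1500015O10Rik (1.7) stood among the first 5 higher DEGs in place of C3, and Gm10974 (−2.55) among the lower in place of Opalin. In contralateral injury Trem2 (0.73) and Cars2 (0.69) took the places of Tmem14c and Rbm46 among the DEGs, and Gm17604 (−2.11) and Hif3a (−1.26) those of Gm10800 and Timp1. Tmem14c rose more, by 1.65, but was not a DEG and so was not ranked. In contralateral PTE+ mice Rims1 (1.32) and Vstm2b (1.16) took the places of Sgpp2 and Vwf, and Gm17571 (−4.17), ENSMUSG00000118528 (−1.77) and Fam163a (−1.74) those of Gm10801, Gm10197 and Gm10320. Pnpla3, Gm14403, Jag2, Gm14410, Tuba1c, Trem2, Gm17604, Rims1, Gm17571 and ENSMUSG00000118528 lost their call in some fits that leave out a single mouse. Rims1 also lost it with quantile normalization, median centring, the fit of all 3 groups and the prefix as a covariate. In the fits that leave out a single PTE+ mouse, Gm17571 stayed at −4.17 and ENSMUSG00000118528 at −1.77, so their calls were lost there without a smaller change. The paper gives Cst3 as the one gene changed in both hemispheres and in the hippocampus, and here it was not a DEG in either cortex.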

Other observations

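The tests of whether Tmem14c, Gm10320, Fos and Pam levels are shared within a mouse, and those of the scale of the libraries, were chosen only after the result was seen. For the paralog Tmem14a, the limit it was held to, a share of the range of Tmem14c, was set after its values were seen.

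Transcripts the paper uses to verify the isolation were measured in the libraries, although the paper's test of them is by quantitative PCR. In ipsilateral CCI-injured and sham mice Slc1a3 was 2160 ± 425 and 2060 ± 724 TPM (SD, n = 14 and 5), Itgam 1.05 ± 0.586 and 2.27 ± 3.74, Rbfox3 18.1 ± 13.6 and 24.9 ± 12.5, and Mbp 768 ± 438 and 1720 ± 1240. In contralateral libraries (n = 13 and 5) Slc1a3 was 2100 ± 364 and 2270 ± 409 TPM, Itgam 1.19 ± 1.15 and 2.46 ± 3.69, Rbfox3 19.2 ± 13.9 and 19.8 ± 14.8, and Mbp 1350 ± 670 and 1120 ± 639.

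Gfap was 653 ± 241 TPM (SD, n = 14) in ipsilateral injured and 273 ± 74 TPM (SD, n = 5) in sham mice, a log2 fold change of 1.18 with 13 of 14 injured mice above every sham mouse (two-sided exact permutation p = 0.00198). Without PTE− mouse 9_14, chosen after seeing the data, it was 1.32 (standard error 0.20, limma adjusted p 0.0212), and with array weights 1.45 (standard error 0.21, limma adjusted p 0.00753), the gene with an adjusted p under 0.05 in these settings, with Bace2 (1.66, standard error 0.27, adjusted p 0.0315) beside it in the former. Bace2 was at 0 TPM in the library left out. In contralateral libraries Gfap was 287 ± 124 and 330 ± 131 TPM, a log2 fold change of −0.23 (exact permutation p = 0.523). The gene with an adjusted p under 0.05 in ipsilateral PTE+ mice without a filter was Kdf1 (0.19, limma adjusted p 0.0198), with at most 0.23 TPM in these libraries.

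Levels that belong to a mouse were tested by the difference between its hemispheres, in 16 named genes over 17 mice, against hemispheres re-paired within groups (one-sided permutation, 100000 resamples, Benjamini-Hochberg adjusted). Tmem14c (mean log2 difference 0.33 against 2.04 for re-paired mice, p = 2e-05, adjusted p 0.00016), Gm10320 (0.29 against 1.59, p = 0.00051), Pam (0.26 against 0.64, p = 2e-05), Hspa1a (0.67 against 1.64, p = 0.00019), Fos (0.75 against 1.54, p = 0.00181), Cst3 (0.21 against 0.31, p = 0.00425), Slc47a1 (1.5 against 1.76, p = 0.00925) and Pnpla3 (0.4 against 0.62, p = 0.02, adjusted p 0.04) were closer within a mouse. The other 8 genes had adjusted p-values from 0.116 to 0.394. Genes of the response to stress were thus shared as well, so that sharing alone does not single out a genotype. The values are consistent with a genotype or a state of the whole mouse, or with its preparation. The re-pairing within groups leaves the difference between groups as it is, so the test says nothing on an effect of injury or epilepsy in 1 hemisphere. For Tmem14c and Gm10320 a strain or donor variant is a candidate explanation, and for Pam a genotype may contribute. For Fos the state of the mouse or its dissection may contribute. A seizure outcome also belongs to the whole mouse, so these tests leave it among the open explanations. Reads exchanged between Tmem14c and Tmem14a are argued against in contralateral libraries by a range of 39.9 TPM for Tmem14a against 166 for Tmem14c. In ipsilateral libraries the ranges were 106 and 137 TPM, and 42.5 for Tmem14a without PTE− mouse 9_14.

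A general response to preparation, weighed for the lower Fos and Hspa1a in ipsilateral PTE+ mice, predicts lower immediate early genes outside those the paper names. Their score differed by −0.28 (exact permutation p = 0.283), with 4 of 4 PTE+ mice below the PTE− median. The difference was −0.43 with quantile normalization (exact permutation p = 0.0519). Without PTE− mouse 9_14, chosen after seeing the data, it was −0.37 (exact permutation p = 0.0825). The 4 PTE+ libraries are too few to exclude or to bear out this explanation, and an effect of epilepsy stays open as well. Less oligodendrocyte RNA in injured libraries, weighed for the lower myelin genes, predicts lower scores of other oligodendrocyte markers, which differed by −0.54 (exact permutation p = 0.144), and −0.21 without sham mouse 8_16. A lower share of these cells and lower expression within cells cannot be told apart at this spread. Mbp, the most abundant of their transcripts here, was lower in ipsilateral injured mice by the means given above.

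For the endothelial genes higher in contralateral PTE+ mice, more endothelial RNA predicts a higher score of other endothelial markers. It was higher by 0.54 (exact permutation p = 0.0965), and rested on PTE+ mouse 9_17. A lower share of astrocyte RNA predicts that other cell types rise alike, and the endothelial score rose by 0.34 more than the mean of 4 other cell types (exact permutation p = 0.276). Both stay open, beside a vascular effect of epilepsy, because the spread between 4 PTE+ mice exceeds these differences. Meningeal RNA in sham libraries, weighed for the lower Lcn2, Prg4, Slc47a1 and Timp1 in contralateral injury, predicts lower meningeal and fibroblast markers, which differed by −0.18 (exact permutation p = 0.402). It cannot be told apart from other causes at this spread. With single mice left out the difference ranged from −0.32 (without sham mouse 8_15) to −0.03 (without sham mouse 9_10). Less microglial RNA, weighed for the lower Ccl4 in ipsilateral PTE+ mice, predicts a lower microglia score, which differed by −0.17 (exact permutation p = 0.795) with 4 of 4 PTE+ mice below the PTE− median. The difference was 0.02 without PTE+ mouse 9_19, −0.422 with quantile normalization and −0.475 without PTE− mouse 9_14, chosen after seeing the data, so that it stays open.

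Most DEGs were lower in contralateral injury and higher in contralateral PTE+ mice. After median centring 62.2% of injury DEGs and 41.0% of PTE+ DEGs were higher, but centring moves this share by construction, so the scale of the libraries stays open as an explanation. GC content or transcript length was weighed by correcting each library over 20 bins of each, with values for 99.85% and 99.83% of genes above 1 TPM, after which 48.8% and 41.1% of DEGs were higher. The correction also centres each library, so bias by GC content or length cannot be told apart from the scale either. A true change of total RNA per cell was not tested.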
